# Altering the Binding Properties of PRDM9 Partially Restores Fertility across the Species Boundary

**DOI:** 10.1093/molbev/msab269

**Published:** 2021-09-07

**Authors:** Benjamin Davies, Anjali Gupta Hinch, Alberto Cebrian-Serrano, Samy Alghadban, Philipp W Becker, Daniel Biggs, Polinka Hernandez-Pliego, Chris Preece, Daniela Moralli, Gang Zhang, Simon Myers, Peter Donnelly

**Keywords:** hybrid sterility, recombination, meiosis, speciation

## Abstract

Sterility or subfertility of male hybrid offspring is commonly observed. This phenomenon contributes to reproductive barriers between the parental populations, an early step in the process of speciation. One frequent cause of such infertility is a failure of proper chromosome pairing during male meiosis. In subspecies of the house mouse, the likelihood of successful chromosome synapsis is improved by the binding of the histone methyltransferase PRDM9 to both chromosome homologs at matching positions. Using genetic manipulation, we altered PRDM9 binding to occur more often at matched sites, and find that chromosome pairing defects can be rescued, not only in an intersubspecific cross, but also between distinct species. Using different engineered variants, we demonstrate a quantitative link between the degree of matched homolog binding, chromosome synapsis, and rescue of fertility in hybrids between *Mus musculus and Mus spretus*. The resulting partial restoration of fertility reveals additional mechanisms at play that act to lock-in the reproductive isolation between these two species.

Hybrid sterility is a commonly observed phenomenon in nature. It prevents exchange of genetic information between distinct populations, thereby ensuring their reproductive isolation (Abbott et al. 2013). Hybrid sterility is mainly observed in the heterogametic sex (in mammals, males), according to Haldane’s rule (Haldane 1922), and frequently results from meiotic defects, often involving chromosome asynapsis (Bhattacharyya et al. 2013). To better understand this critical evolutionary process, instances of hybrid sterility have been extensively studied (Maheshwari and Barbash 2011; Chen et al. 2016). In mouse, work on intersubspecific crosses between *Mus musculus domesticus and M. musculus musculus* (Forejt and Iványi 1974) has identified *Prdm9* as the first and so far only speciation gene found in mammals (Mihola et al. 2009).

*Prdm9* has two known roles in mammalian meiosis. The first identified role is that PRDM9 controls the positioning of double-strand breaks (DSBs), which initiate recombination between homologous chromosomes during meiosis (Baudat et al. 2010; Myers et al. 2010; Parvanov et al. 2010). This positioning is defined by the DNA-binding zinc finger array of PRDM9, which is highly variable between different individuals, populations, subspecies, and species, with different DNA sequences being recognized (Oliver et al. 2009; Buard et al. 2014). Recent work has established a second role for PRDM9, namely that although recombination is initiated by a DSB on one of the homologs, the binding of PRDM9 at the corresponding position on the other, *uncut*, homolog facilitates homology search, ensuring successful synapsis (Hinch et al. 2019; Li et al. 2019).

Although the mechanisms of this second role remain unknown, both functions underlie hybrid infertility between subspecies. The DNA sequences at recombination sites change over evolutionary time, partly due to chance mutation and partly as a consequence of DSB repair mechanisms (Pratto et al. 2014). These changes are strongly biased in favor of mutations disrupting—eroding—the strongest binding sites for a particular *Prdm9* allele, eliminating many PRDM9 binding sites from the genome (Myers et al. 2010; Baker et al. 2015). Recombination events move to weaker PRDM9 binding sites, maintaining successful chromosome synapsis and meiosis. Due to the first role of PRDM9, in two isolated populations A and B with two distinct *Prdm9* alleles binding different sequences (say, *Prdm9*^A^ and *Prdm9*^B^, respectively), distinct sites erode within each population. The best PRDM9^A^ binding sites are lost from the genomes of individuals in population A but remain intact in the individuals in population B (fig. 1*a*), and conversely. In a hybrid individual, with one genome from each of the populations, and one copy of each *Prdm9* allele, PRDM9^A^ will preferentially bind to the uneroded, strong binding sites, which are retained mainly on the population “B” chromosomes they inherit. Because PRDM9 binding positions recombination-initiating DSBs, events positioned by PRDM9^A^ tend to occur on the “B” chromosome. Importantly, the homologous sites on the “A” chromosome are mainly not bound by PRDM9, due to erosion of these sites in population A. The same will occur, *mutatis mutandis*, for the PRDM9^B^ allele. This compromises successful chromosome synapsis, because of the second role of PRDM9 (fig. 1*b*).

**Fig. 1:**
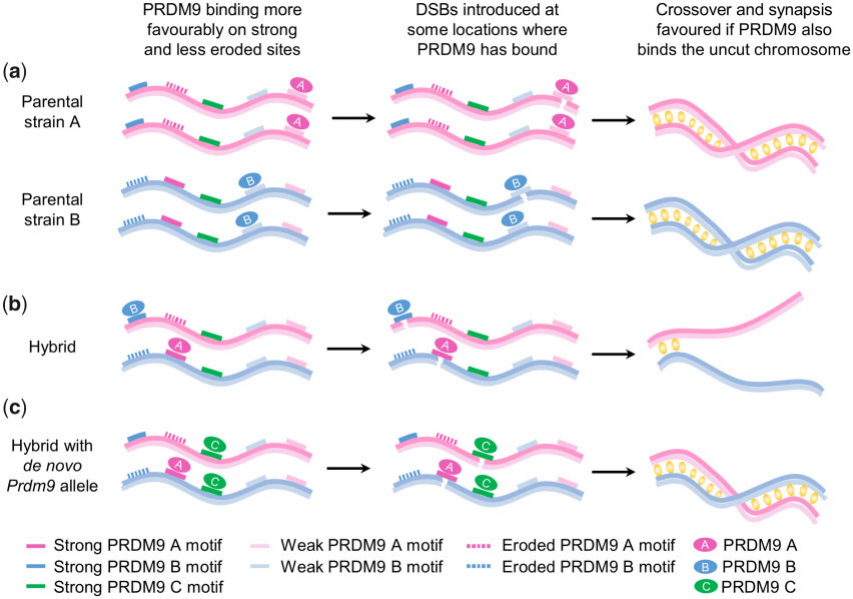
A model of the impact of PRDM9 binding on chromosome synapsis. (*a*) In two parental strains, A and B, different *Prdm9* alleles are present, encoding PRDM9^A^ and PRDM9^B^, which have distinct binding sites, with a spectrum of affinities (ranging from strong to weak). Due to the effects of mutation and recombination, these sites, preferentially the stronger sites, are frequently eroded. PRDM9 will still bind to its intact weaker binding sites and position DSBs to initiate the recombination process. PRDM9 is likely to bind at a similar level at these weaker sites at matched positions on the uncut homolog, enabling synapsis to occur and meiosis to proceed. (*b*) In the hybrid strain, two parental chromosomes and both PRDM9^A^ and PRDM9^B^ are present. The two PRDM9 variants now bind preferentially to the noneroded stronger binding sites on the complementary chromosome, leading to a reduction in cut sites at which PRDM9 is bound to the matched position on the homolog. Chromosome synapsis is inefficient and meiosis arrests. (*c*) In the hybrid, the replacement of one of the *Prdm9* alleles with a de novo allele, *Prdm9^C^* encoding PRDM9^C^ whose distinct binding sites are not eroded on either parental chromosome, leads to strong binding to this noneroded motif on both parental chromosomes, increasing the frequency of PRDM9 binding matched positions, favoring chromosome synapsis, and rescuing the meiotic arrest.

Although the reason(s) this leads to asynapsis are not known, it seems likely that, following DSB formation, the homologous sequence is essential for recombinational repair of the DSB, and differences between homologs within PRDM9 binding motifs thus have the potential to disrupt this process. Indeed, it has been observed that at individual hotspots where one copy of the PRDM9 binding motif is eroded, DSBs occurring at the other, noneroded copy are repaired more slowly, and are less likely to be recombinationally repaired using the homolog (Hinch et al. 2019; Li et al. 2019). This implyies a disruption of homology search and/or homologous repair operating at individual hotspots. Recent work (Huang et al. 2020; Mahgoub et al. 2020; Wells et al. 2020) has suggested that ZCWPW1, which is recruited to PRDM9-bound sites, likely by its recognition of the H3K4me3 and H3K36me3 histone modifications deposited upon PRDM9 binding, may play an important role in this process.

Our previous work used genetic manipulation to modify the binding pattern of *M. musculus domesticus* PRDM9 (C57BL/6) to that of a common human PRDM9 sequence (hereafter, the humanized allele). When the modified allele was introduced into a sterile hybrid *M. musculus domesticus*×*M. musculus musculus* background, DSB sites moved to the binding sites of the humanized allele, and restoration of synapsis and fertility resulted (Davies et al. 2016). Molecular analysis that allows meiotic DSB sites to be mapped confirmed that the improved synapsis correlated with increased levels of PRDM9 binding to both homologs at matching positions. Like the humanized allele, new alleles arising in populations will likely recognize novel noneroded DNA sequences, present on both chromosome homologs, thus restoring chromosome pairing and fertility (fig. 1*c*).

Recent work has examined the effect of the humanized *Prdm9* allele in various intersubspecific hybrids, and its introduction was found to consistently improve the rate of chromosomal synapsis and restore fertility (Mukaj et al. 2020). To verify whether our previous finding that this restoration of fertility is likely due to increased binding of PRDM9 at matching positions on both homologous chromosomes in one of these additional humanized hybrids, we mapped the position of DSB sites in the hybrid male generated by a mating between STUS/Jpia (Pialek et al. 2008) (*M. musculus musculus*, hereafter STUS) and C57BL/6J (*M. musculus domesticus*, hereafter B6) mice, heterozygous for the humanized *Prdm9* allele. This was achieved using DMC1 ssDNA sequencing (SSDS), a modified chromatin immunoprecipitation (ChIP)-seq protocol which allows the position of a resected DSB to be mapped (Khil et al. 2012) (supplementary table 1, Supplementary Material online). 

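DMC1 is the recombinase that coats the single-stranded DNA at a resected DSB, so precipitating it and sequencing the single-stranded fragments marks where breaks form. There was 1 DMC1 SSDS library for each of the 2 genotypes, STUS/B6 and STUS/Hum. The sample labels name B6 as the first parent of this cross, as does the legend of Supplementary Fig. 1a (B6STUSF1). The text and Supplementary Table 1 write the hybrid as STUSB6F1, and the genotype names of the paper are used here. Hotspots on the X chromosome argue against a STUS mother for both libraries. The authors called hotspots in each library and deposited, for each hotspot, its center, a DMC1 signal, the PRDM9 allele held responsible and the fraction of DMC1 reads that came from the B6 chromosome. The tables listed 18069 hotspots for STUS/B6, of which 17309 were autosomal, and 10525 for STUS/Hum, of which 10031 were autosomal. Read totals and the number of reads behind each B6 fraction are unknown, and how the DMC1 signal was scaled to depth is not stated, so shares were computed only within a library. The median DMC1 signal was 46.8 in STUS/B6 and 33.9 in STUS/Hum. With 1 library per genotype there is no replicate error between genotypes. The 95% intervals given for matched shares come from 1000 bootstrap resamples of the hotspots and, with the values on the 19 autosomes, describe the spread within a library only. How far the B6 fraction repeats was measured at STUS hotspots called in both libraries with centers within 500 bp. Across 3272 such hotspots Pearson's r was 0.926 and Spearman's rho 0.825. At 66.0% of them the fractions differed by at most 10 percentage points, and the median of STUS/Hum minus STUS/B6 was -4.97 percentage points. The paper's text names no genome build. Positions are those of the hotspot tables, and gene names are from assembly GRCm38.p6.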

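In STUS/B6, 8865 autosomal hotspots were attributed to the STUS allele, which is 51.2% of them (95% Wilson interval 50.5 to 52.0%), and 6115 to the B6 allele (35.3%, interval 34.6 to 36.0%). A further 2270 hotspots (13.1%) had no allele assigned. In STUS/Hum the humanized allele held 4729 hotspots (47.1%, interval 46.2 to 48.1%) and the STUS allele 3695 (36.8%, interval 35.9 to 37.8%), with 1540 (15.4%) unassigned. STUS hotspots outnumbered those of B6 on 19 of 19 autosomes, and those of the humanized allele on 1 of 19. Weighting each hotspot by its DMC1 signal gave the STUS allele 49.7% in STUS/B6 and 39.1% in STUS/Hum. A B6 fraction was listed for 91.6% of STUS and 91.4% of B6 hotspots in STUS/B6. In STUS/Hum it was listed for 92.0% of STUS and 90.1% of humanized hotspots.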

We were able to establish which chromosome was being cut (Davies et al. 2016) and which *Prdm9* allele was responsible (Hinch et al. 2019) (supplementary fig. 1, Supplementary Material online). This allowed a metric to be calculated, measuring the extent to which evolutionary erosion has impacted each hotspot, resulting in PRDM9 binding and DSBs mainly on only one homolog (as defined by >75% of sequencing reads resulting from one homolog).

In the infertile STUSB6F1 hybrid, a large proportion (∼80% for both alleles) of the recombination sites for each allele occurred from such eroded hotspots, with only ∼20% resulting from positions where both homologs were being bound and cut. 

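Each hotspot was weighted by its DMC1 signal, and a hotspot counted as matched when 25 to 75% of its DMC1 reads came from the B6 chromosome. Among the 5588 autosomal B6 hotspots of STUS/B6 with a B6 fraction, matched positions carried 20.5% of the signal (95% bootstrap interval 19.2 to 21.9%; 11.0 to 27.3% across the autosomes). One homolog dominated for the remaining 79.5%, and 75.1% of the signal lay at hotspots where the STUS chromosome gave over 75% of the reads. The 8122 STUS hotspots mirrored this, with 21.2% matched (interval 20.1 to 22.4%; 15.1 to 27.4% across autosomes) and 74.9% of the signal at hotspots cut mainly on the B6 chromosome. The intervals of the 2 alleles overlap. One-sided hotspots had the larger DMC1 signal: the median of B6 hotspots was 101 at one-sided and 37.5 at matched positions. Whether that reflects more breaks or the slower repair that the introduction describes cannot be told here, since the STUS libraries have no H3K4me3. Counting each hotspot as 1, whatever its signal, moved the matched share most, to 38.1% for B6 and 36.3% for STUS. The B6 hotspot with the largest DMC1 signal (1102) lay on chromosome 11 at position 89611917, within Ankfn1, and had 41.6% of its reads from the B6 chromosome. The largest for STUS (1055) lay on chromosome 15 at position 7748612, outside genes and 61.4 kb from Gdnf, with 99.6%.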

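In STUS/Hum, 4263 autosomal hotspots of the humanized allele had a B6 fraction, and 2714 of them were matched. Matched hotspots carried 66.5% of the DMC1 signal of the allele (95% bootstrap interval 64.6 to 68.3%). For the STUS allele, present in both genotypes, the matched share in STUS/Hum was 19.7% (interval 18.3 to 21.3%). Over STUS hotspots called in both libraries it was 16.5% in STUS/B6 and 19.6% in STUS/Hum, so the small difference between the libraries changes sign with the set of hotspots. The strongest humanized hotspot, with a DMC1 signal of 473, lay on chromosome 13 at position 37510071, where the long noncoding RNA genes Gm29590 and Gm30863 overlap. It was matched, with 45.8% of its reads from the B6 chromosome.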

Replacement of the B6 allele by the humanized allele led to a substantial increase (to 66.5%) in the proportion of humanized PRDM9-controlled recombination sites occurring at such positions (supplementary fig. 2*a*, Supplementary Material online). This increased binding of the de novo humanized allele at matched positions on the two homologs correlated with substantially increased levels of synapsis (*P *<* *0.0001; *t*-test) and restored sperm production (*P* < 0.0001; *t*-test) to levels comparable with the parental strains (*P *>* *0.05; *t*-test) (supplementary fig. 2*b*–*f*, Supplementary Material online). This establishes reversal of evolutionary erosion as a likely cause of fertility rescue in these STUSB6F1 hybrids, consistent with our previous results in PWDB6F1 hybrids harboring the humanized *Prdm9* allele (Davies et al. 2016).

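The matched share of the humanized allele exceeded that of the B6 allele it replaced by 46.0 percentage points (95% bootstrap interval 43.7 to 48.4), and the difference had the same sign on 19 of 19 autosomes. The smallest difference on an autosome was 35.2 percentage points. Counted without weights, the difference was 25.5 percentage points. From the increase at matched positions, together with the higher synapsis and the restored sperm production of the humanized hybrids, the paper reasons that the reversal of erosion is a likely cause of the rescue.

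**Figure D1:**
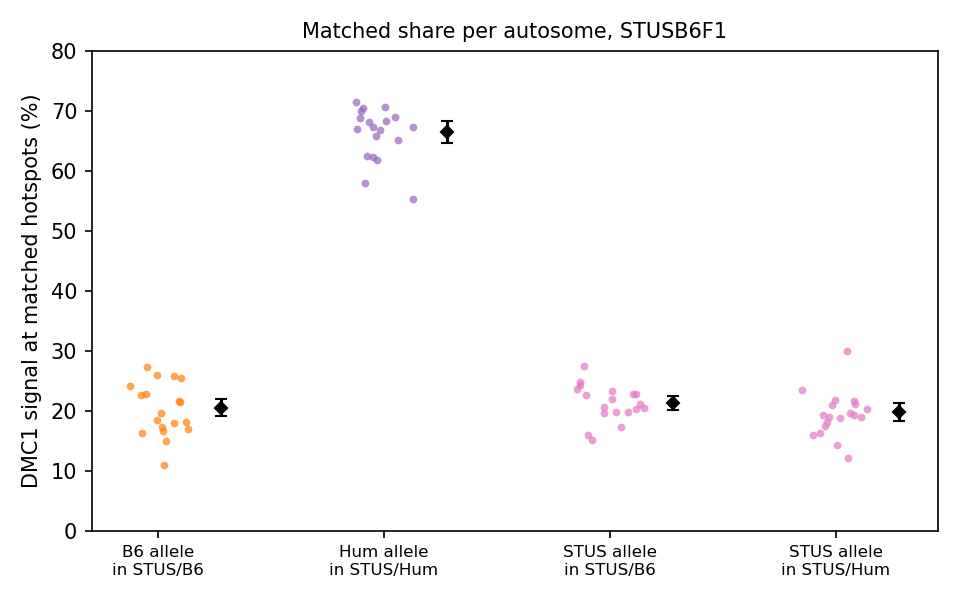
Share of DMC1 signal at matched hotspots (vertical axis, %) for each allele of the STUS/B6 and STUS/Hum libraries. Colored points are the 19 autosomes and black diamonds the genome-wide value with its 95% bootstrap interval over hotspots. The humanized allele lies between 55.3 and 71.5% on every autosome and the B6 allele between 11.0 and 27.3%.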

Having confirmed that the introduction of a de novo *Prdm9* allele rescues intersubspecific hybrid infertility, we next considered the impact of the de novo allele in a sterile hybrid generated from different species. The Algerian mouse, *M. spretus* (SPRET/EiJ; Dejager et al. 2009, hereafter SPRT), is a distinct species of mouse inhabiting south-western Europe, Morocco, and the western Mediterranean coast of Africa and male hybrids with *M. musculus* strains are known to be sterile (Guénet and Bonhomme 1981). The hybrid sterility has previously been characterized in some detail, and these studies have revealed a number of different mechanisms at play. Cytogenetic analyses found significant anomalies in synapsis including frequent X–Y chromosome asynapsis (Matsuda et al. 1991; Hale et al. 1993), with the majority of cells undergoing arrest during the first meiotic division. The fertility of hybrid females allowed backcrossing and subsequent genetic mapping of the infertility traits, identifying an involvement of chromosome 17 (Hammer et al. 1989; Pilder et al. 1991) and regions of the X-chromosome (Elliott et al. 2001). The X–Y asynapsis trait was strongly associated with loci within the pseudoautosomal region (Guénet et al. 1990; Matsuda et al. 1991; Hale et al. 1993). Chromosome 17 harbors the *Hst1* locus, now known to be *Prdm9* (Mihola et al. 2009), and X-chromosomal loci have long been associated with aspects of hybrid sterility (Storchová et al. 2004; Lustyk et al. 2019).

To assess the impact of de novo *Prdm9* alleles on these infertility phenomena, male SPRT mice were crossed with female B6 mice, heterozygous for either the humanized *Prdm9* allele or for an additional engineered allele in which the DNA-binding array of *Prdm9* is replaced with the orthologous sequence from the *M. musculus castaneus* subspecies (hereafter CAST) (Baker et al. 2014). Genetic modification of the DNA-binding array had no impact on *Prdm9* expression levels (supplementary fig. 3, Supplementary Material online).

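DMC1 SSDS of B6SPRTF1 testes comprised 1 library for each of the genotypes B6/SPRT, Hum/SPRT and CAST/SPRT. H3K4me3 ChIP-seq, which reads the histone mark that PRDM9 places where it binds, comprised 2 ChIP and 2 input samples for B6/SPRT, 3 and 3 for Hum/SPRT, and 2 and 2 for CAST/SPRT. By its label, 1 of the Hum/SPRT samples of each kind belongs with replicate 1, and whether it came from another mouse is not stated. The H3K4me3 values of a genotype were taken as pooled over its samples, which the paper's text does not state. The tables hold 1 column each for input coverage, ChIP coverage, enrichment over input and the fraction of reads from the B6 chromosome. That fraction was missing at 90, 171 and 105 autosomal hotspots of B6/SPRT, Hum/SPRT and CAST/SPRT. Summed over autosomal hotspots, ChIP coverage was 3136355 in B6/SPRT, 5213941 in Hum/SPRT and 1818799 in CAST/SPRT, and input coverage was 355847, 426850 and 275815. The median number of SNP-carrying H3K4me3 reads per hotspot was 208, 450 and 267 in the same order. Enrichment had medians of 6.25, 5.02 and 28.4, so its scale differed between the tables and it was used only within each. The median DMC1 signal was 55.0, 42.9 and 26.4. Repeatability was measured in the same way at SPRT hotspots. Across 6957 shared hotspots of B6/SPRT and Hum/SPRT, Pearson's r was 0.976 and Spearman's rho 0.899, and 86.4% differed by at most 10 percentage points. Across 3943 hotspots of B6/SPRT and CAST/SPRT, r was 0.969 and rho 0.810, and across 3932 of Hum/SPRT and CAST/SPRT they were 0.970 and 0.8291. These correlations run across hotspots, which are not independent replicates. For the use of GRCm38.p6, hotspots were set against its genes. Of the 100 B6/SPRT hotspots with the highest ChIP coverage, 43 lay within 1 kb of an end of a protein-coding gene. When the positions were moved by 100 or 1000 kb it was 6 or 7. In CAST/SPRT it was 10 against 4 to 7, a weaker contrast. The STUS libraries have no ChIP coverage, so the assembly was not checked for their gene names.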

Recombination hotspots were mapped by DMC1 SSDS and the cut chromosome and the responsible *Prdm9* allele determined in each of the hybrids (supplementary table 1 and supplementary fig. 4, Supplementary Material online). Only 15.0% of DMC1 sequence reads resulting from B6 PRDM9-controlled recombination sites in the wild-type B6SPRTF1 occurred at positions where both homologs were being appreciably bound and cut. In contrast, replacing the B6 allele with the humanized or CAST alleles improved this proportion over threefold, with 46.7% and 59.6% being observed for the de novo allele in the hybrids inheriting the humanized and the CAST alleles, respectively (fig. 2*a*). 

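The B6 allele had 4122 autosomal hotspots in B6/SPRT, of which 2541 (61.6%) had a B6 fraction and 649 were matched. Matched positions carried 15.0% of the DMC1 signal of these hotspots (95% bootstrap interval 13.4 to 16.8%), and between 7.92 and 21.2% on single autosomes. The SPRT chromosome gave over 75% of the reads at hotspots with 79.4% of the signal, and the B6 chromosome at hotspots with 5.57%. The share moved most when hotspots without a DMC1 fraction were counted as matched where 25 to 75% of their H3K4me3 reads came from B6. That alternative, chosen after seeing the data, gave 32.4%. Giving them the DMC1-matched share of hotspots with a similar H3K4me3 fraction, also chosen after seeing the data, gave 16.6%. Counted as unmatched, they lowered the share to 8.80%. Widening the limits to a B6 contribution of 10 to 90% gave 29.6%. The strongest B6 hotspot, with a DMC1 signal of 729, lay on chromosome 3 at position 65655101 at 4.44 kb from Lekr1, and 0.183% of its reads came from the B6 chromosome. Among matched B6 hotspots the strongest had a signal of 457 and lay on chromosome 3 at position 129105766, within Gm35726, a long noncoding RNA gene, with 33.1% of its reads from B6.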

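The humanized allele had a B6 fraction at 3302 of its 4485 autosomal hotspots in Hum/SPRT, and matched positions carried 46.7% of their DMC1 signal (95% bootstrap interval 44.3 to 49.2%; 35.4 to 56.3% across autosomes). For CAST, 2471 of 3470 hotspots had a fraction, and the share was 59.6% (interval 57.3 to 62.2%; 50.7 to 69.0% across autosomes). Against the B6 allele, the humanized share was 3.11 times as large (interval 2.73 to 3.52) and the CAST share 3.97 times (interval 3.51 to 4.51). The differences from B6, 31.7 and 44.6 percentage points, had the same sign on 19 of 19 autosomes. CAST exceeded the humanized allele by 12.9 percentage points (interval 9.61 to 16.2), on 18 of 19 autosomes. The SPRT allele, common to the 3 genotypes, had 25.9% in B6/SPRT, 24.9% in Hum/SPRT and 18.2% in CAST/SPRT. The strongest humanized hotspot lay on chromosome 10 at position 17565320 within the long noncoding RNA gene Gm32543, and the strongest CAST hotspot on chromosome 3 at position 9028668 within Gm46832. Both were matched, with 39.9 and 49.8% of reads from the B6 chromosome.

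**Figure D2:**
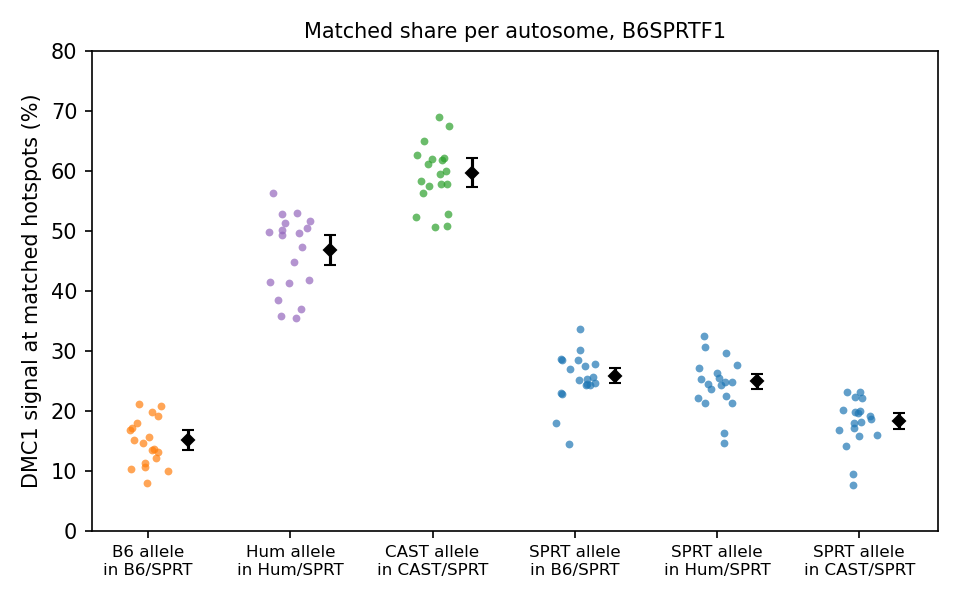
Share of DMC1 signal at matched hotspots (vertical axis, %) for each allele in the 3 B6SPRTF1 libraries. Colored points are the 19 autosomes and black diamonds the genome-wide value with its 95% bootstrap interval over hotspots. On every autosome the humanized and CAST alleles lie above the B6 allele on that autosome.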

The hotspots occurring in the sterile B6SPRTF1 revealed a clear dominance of SPRT PRDM9 over B6. 

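Of the 18522 autosomal hotspots of B6/SPRT, 9247 (49.9%, 95% Wilson interval 49.2 to 50.6%) were attributed to SPRT PRDM9 and 22.3% (interval 21.7 to 22.9%) to B6. No allele was assigned to 27.6% of hotspots. SPRT hotspots were 2.24 times as many as B6 hotspots, with more of them on 19 of 19 autosomes. They were also stronger, with a median DMC1 signal of 104 against 43.4 for B6. Weighted by that signal, SPRT hotspots held 71.8% (bootstrap interval 70.9 to 72.7%) and B6 hotspots 18.3%. The strongest SPRT hotspot, at position 33809696 of chromosome 3 within Ttc14, had a signal of 833 and 51.5% of its reads from the B6 chromosome.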

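Counting hotspots, SPRT PRDM9 was assigned 58.8% of the autosomal hotspots of Hum/SPRT (95% Wilson interval 58 to 59.5%) and 53.4% of those of CAST/SPRT (interval 52.4 to 54.4%). The humanized allele was assigned 28.5% and the CAST allele 36.2%, and 12.2 and 9.99% of hotspots had no allele. The number of SPRT hotspots did not rise: it was 9247 in B6/SPRT, 9243 in Hum/SPRT and 5123 in CAST/SPRT. Unassigned hotspots fell from 5103 in B6/SPRT to 1924 in Hum/SPRT and 958 in CAST/SPRT. As a share of hotspots counted once, SPRT was 8.85 percentage points above its B6/SPRT value in Hum/SPRT, and 3.48 above it in CAST/SPRT. Weighting hotspots by DMC1 signal turned both changes: the SPRT share was then 70.4% in Hum/SPRT, a change of -1.36 percentage points (bootstrap interval -2.70 to -0.15) that was negative on 14 of 19 autosomes, and 55.4% in CAST/SPRT, a change of -16.4 (interval -17.9 to -14.8) on 19 of 19. Among hotspots with an allele assigned, the changes in the count were -1.84 and -9.55 percentage points. The DMC1 signal at SPRT hotspots was 3.93 times that at B6 hotspots in B6/SPRT, 3.33 times that at humanized hotspots and 1.58 times that at CAST hotspots.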

With the de novo alleles present, the dominance of the SPRT allele was reduced, with a stronger effect seen for the CAST allele (fig. 2*b*). 

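H3K4me3 enrichment was summed over the autosomal hotspots of each allele. SPRT hotspots held 60.2% of the sum in B6/SPRT (95% bootstrap interval over hotspots 59.3 to 61.0%), 57.3% in Hum/SPRT (56.4 to 58.3%) and 47.98% in CAST/SPRT (46.8 to 49.1%). B6 hotspots held 20.0%, humanized hotspots 32.5% and CAST hotspots 43.9%. The SPRT share changed by -2.87 percentage points from B6/SPRT to Hum/SPRT, with the same sign on 17 of 19 autosomes, and by -12.2 to CAST/SPRT, on 19 of 19. Every autosomal hotspot had H3K4me3 above 0, so counting each hotspot once gives the same shares as the count by DMC1, and both changes then turned positive. The single values per genotype give no spread between H3K4me3 samples.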

A similar pattern of dominance was seen when assaying binding using the H3K4Me3 mark deposited by PRDM9 (fig. 2*b*).

**Fig. 2:**
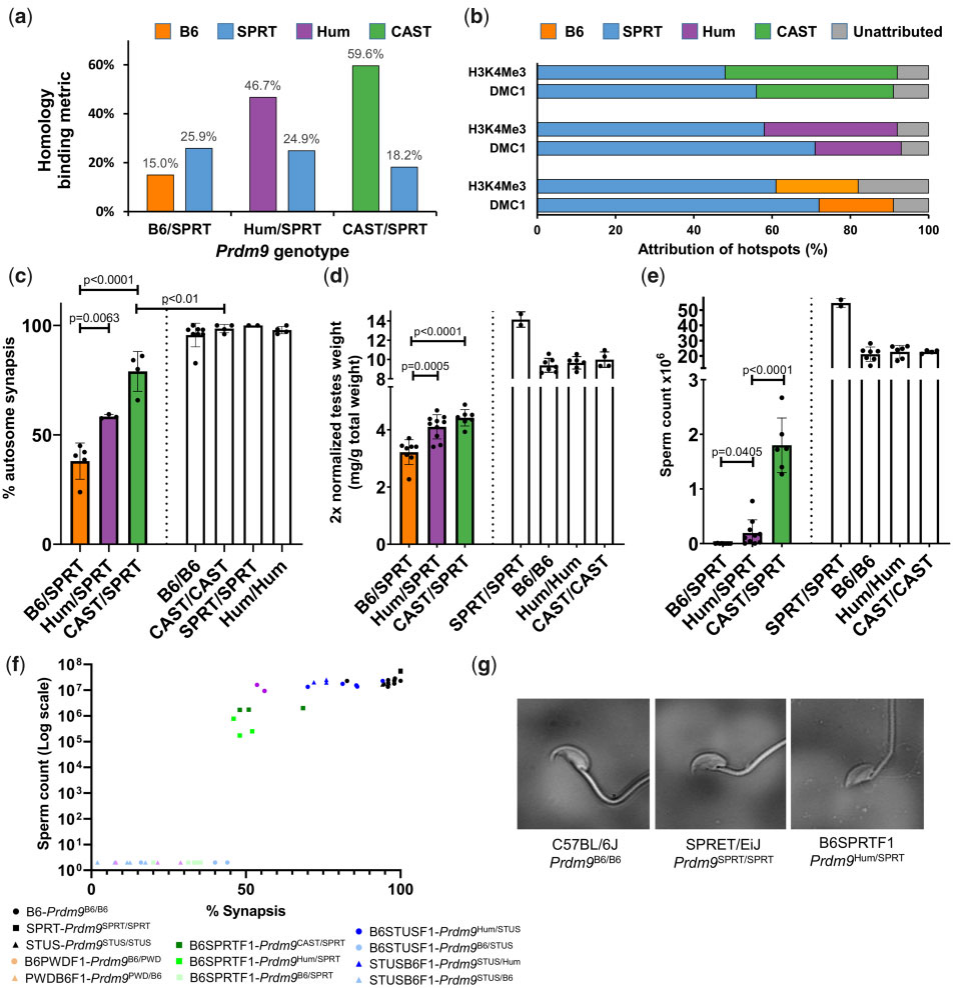
The introduction of de novo *Prdm9* alleles partially rescues fertility across the species barrier. (*a*) The proportion of DMC1 SSDS reads originating from matched positions on the two homologs (as defined by B6 contribution between 25% and 75%) for each of the alleles (SPRT: blue, B6: orange, Humanized: purple, CAST: green) present in B6SPRTF1 hybrids harboring the wild-type *Prdm9*^B6^ allele (B6/SPRT) or the engineered *Prdm9*^HUM^ (Hum/SPRT) and *Prdm9*^CAST^ (CAST/SPRT) alleles. (*b*) Overall hotspot attribution in these respective hybrids (bottom to top) using DMC1 ssDNA and H3K4Me3 ChIP sequencing peaks, colored as (*a*) and using gray for unattributed hotspots. (*c*) Mean proportion of normal autosomal synapsis (*n*=4), (*d*) testis weight (B6/SPRT, *n*=8; Hum/SPRT, *n*=10; CAST/SPRT, *n*=7), and (*e*) total sperm count (B6/SPRT, *n*=8; Hum/SPRT, *n*=10; CAST/SPRT, *n*=6) in the three hybrids and parental controls. Error bars show 1 SD. (*f*) The synapsis rate as determined by SYCP3/HORMAD2 staining, versus epididymal sperm count, are plotted for individual mice. PWDB6F1 and B6PWDF1 data are from Davies et al. (2016). An arbitrary sperm count of 2 has been given to mice with no sperm to enable the plot. (*e*) Morphology of representative sperm is shown for wild-type C57BL/6J mice, wild-type SPRET/EiJ mice, and the humanized hybrid, B6SPRTF1.

Cytological analysis of meiotic chromosomes revealed that levels of chromosomal autosomal synapsis were significantly improved by the introduction of either the humanized (*P *<* *0.01; *t*-test) or CAST (*P *<* *0.001; *t*-test) *Prdm9* allele, consistent with the improved binding of these de novo alleles on both homologs (fig. 2*c* and supplementary fig. 5, Supplementary Material online). Introduction of the CAST allele resulted in a higher synapsis rate than the humanized allele, consistent with the relative levels of improved binding across the homologs. The rescue of the asynapsis phenotype, however, was not complete.

In agreement with previous work (Matsuda et al. 1991, 1992; Hale et al. 1993), a high level of failure to synapse the X and Y chromosomes was evident in B6SPRTF1 hybrids relative to wild-type parental strains (*P *<* *0.01; *t*-test), and in contrast to the autosomes, the introduction of either of the de novo *Prdm9* alleles had no impact on X–Y asynapsis levels (*P *>* *0.05; *t*-test; supplementary fig. 6, Supplementary Material online). As expected, wild-type B6SPRTF1 hybrids were completely sterile, yet B6SPRTF1 hybrids harboring either the humanized or the CAST *Prdm9* allele showed significantly increased testes weight (*P *<* *0.001; *t*-test) (fig. 2*d*), and mature spermatozoa were recovered from the epididymis, albeit in much lower numbers than in the parental strains (fig. 2*e*). Introduction of the CAST allele resulted in a more pronounced rescue than the humanized allele, as reflected by significantly higher testes weight and sperm count (*P *<* *0.0001; *t*-test), which also correlated with the larger impact on homologous binding seen for the CAST allele.

Our investigations of wild-type and genetically engineered hybrid mice reveal a spectrum of autosomal synapsis rates and fertility. By examining these parameters in individual mice, an association between synapsis rate and spermatozoa production was revealed which suggests a “cliff-edge” rather than a smoothly increasingly relationship, with a certain threshold of synapsis—approximately 50%—being required for any significant level of sperm production to occur (fig. 2*f*). Below this threshold, there is little or no sperm production. Above the threshold, sperm production is substantial. This observation is in accord with previous studies: a requirement of at least 50% synapsis of the sex chromosomes to achieve sperm production was revealed by a study examining mice expressing the *Spo11β* isoform with varying genetic background (Faisal and Kauppi 2016). Similarly, an approximately 50% threshold was also evident in studies of *M. musculus*×*M. domesticus* hybrids (Mukaj et al. 2020). A possible explanation for this relationship lies in the ability of spermatocytes to exchange cytoplasmic products via cytoplasmic bridges, and indeed apoptopic spermatocytes have been shown to eliminate nearby unaffected cells, presumably because of these bridges (Royo et al. 2010; ElInati et al. 2017). Potentially this bystander effect, or nonindependent cell death, explains the sudden dramatic effect on spermatozoa production when asynapsis reaches some critical level.

Although appreciable levels of sperm production were restored in this interspecies hybrid, the rescued hybrids were still unable to sire litters in natural matings. Examination of the rescued sperm revealed an aberrant head morphology, with the characteristic spike, present in both parental strains, being absent (fig. 2*g*). In vitro fertilization (IVF) was performed successfully with sperm recovered from the humanized B6SPRTF1 males only when the zona pellucida of the oocytes was removed (supplementary fig. 7, Supplementary Material online). We infer that the aberrant sperm head was incompatible with the sperm’s ability to adhere or traverse the zona pellucida. Fertilized embryos were transferred into a recipient female and a litter of two pups resulted, genetic analysis of which confirmed that one pup had been derived from IVF with the humanized B6SPRTF1 sperm, confirming the viability of the rescued sperm (supplementary fig. 7, Supplementary Material online).

Despite the persistence of these additional reproductive blocks, the data establish for the first time that PRDM9 is, and remains, a key but reversible part of the hybrid infertility between these two species. Introduction of de novo *Prdm9* alleles increases instances where PRDM9 binds at the same position on both chromosome homologs. This, in term, increases the efficiency of homology search, increasing the rate of synapsis above a critical threshold, enabling the completion of meiosis and the partial restoration of sperm production. This partial restoration allows the two further reproductive blocks to be more clearly revealed.

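The H3K4me3 reads of B6SPRTF1 mice also carry SNPs, and the same limits of 25 to 75% were applied to their B6 fraction. Weighted by enrichment, matched positions held 59.0% of the H3K4me3 at autosomal hotspots of the B6 allele in B6/SPRT (95% bootstrap interval 57.3 to 60.8%). For the humanized allele in Hum/SPRT the share was 72.6% (interval 71.2 to 73.9%), and for CAST in CAST/SPRT 78.7% (interval 77.3 to 80.0%). SPRT hotspots had 52.3% in B6/SPRT, 52.5% in Hum/SPRT and 41.1% in CAST/SPRT. The order B6, humanized, CAST was that of the DMC1 shares, and every share was higher than by DMC1. These shares include hotspots without a DMC1 fraction. Over hotspots with one they were lower, 53.9% for B6, 68.0% for the humanized allele and 77.1% for CAST, and still above the DMC1 shares. H3K4me3 not placed by PRDM9 was not separated out, so the shares do not measure PRDM9 binding alone. Across hotspots of an allele, Spearman's rho between the DMC1 and H3K4me3 fractions was 0.826 to 0.926. The paper reasons from the binding of both homologs to a more efficient homology search, and from there to the rate of synapsis and the partial return of sperm.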

Firstly, the introduction of de novo *Prdm9* alleles ameliorates the autosomal asynapsis seen in the B6SPRTF1 hybrids, yet the asynapsis of the sex chromosomes remains evident and does not appear to be influenced by *Prdm9*. Indeed, early genetic mapping studies have implicated the distal region of the X-chromosome in this phenomenon, and not *Hst1* (*Prdm9*), suggesting an incompatibility between the pseudoautosomal regions (PAR) of the two species is responsible (Guénet et al. 1990; Matsuda et al. 1991; Hale et al. 1993). Structural constraints may underlie these genetic signals, as differences in the PAR boundary and the composition of the PAR sequences have been reported between *M. spretus and M. musculus* subspecies (White, Ikeda, et al. 2012; Morgan et al. 2019)*.* PAR asynapsis being *Prdm9*-independent is consistent with previous findings that PRDM9-dependent recombination plays a relatively small role in PAR recombination in mice (Brick et al. 2012; Hinch et al. 2014).

Secondly, in the hybrids harboring de novo *Prdm9* alleles, sperm production occurs in the B6SPRTF1 hybrid, but the sperm show aberrant head morphology. Histological examination of B6SPRTF1 testes sections had previously revealed rare cases of spermatocytes which progress beyond the first metaphase developing abnormally with head shape anomalies (Matsuda et al. 1991). The increased production of spermatozoa in hybrids harboring de novo *Prdm9* alleles, with appreciable numbers obtainable from the caudal epididymis, makes this phenotype abundantly clear. Aberrant sperm head morphology has been reported for interspecific crosses between *M. musculus and M. macedonicus* (Elliott et al. 2004) and is a frequently observed phenomenon in intersubspecific hybrids, with genetic mapping studies implicating several loci (Storchová et al. 2004; White et al. 2011; Campbell et al. 2012; White, Stubbings, et al. 2012). Sperm head abnormalities have previously been shown to correlate with aberrant gene expression programs during spermatogenesis resulting from perturbations in the processes which maintain transcriptional silencing of the sex chromosomes, particularly through postmeiotic sperm development (Cocquet et al. 2009; Larson et al. 2017). Matched expression of the Y-chromosomal multicopy gene *Sly*, and its related X-chromosomal paralog, *Slx*, are essential for this process (Ellis et al. 2005). Interestingly, *Slx and Sly* copy numbers are usually well correlated within a species, but significant copy number variation exist between *M. spretus and M. musculus* (Morgan and Pardo-Manuel de Villena 2017). Furthermore, experimentally induced reduction in *Sly* has been shown to result in spermatozoa of abnormal morphology (Cocquet et al. 2009), highlighting the need for balanced expression of these related genes. Whether the sperm abnormalities result from a breakdown in postmeiotic sex chromatin repression due to mismatched *Slx and Sly* expression in B6SPRTF1 or whether failure in these silencing mechanisms also arises due to the observed meiotic X–Y asynapsis will demand further investigation. Abnormal head morphology has previously been shown to be incompatible with oocyte penetration and fertilization (Krzanowska and Lorenc 1983), and our results confirm that fertilization with the abnormal sperm can only be achieved by IVF in oocytes stripped of their zona pellucida.

Besides PRDM9’s role in regulating the efficiency of autosomal synapsis, this study and others (Oka et al. 2010) highlight multiple additional factors that may contribute to the sterility of *M. spretus and M. musculus* interspecies male hybrids. Our genetic approach of relaxing the constraint imposed by PRDM9 will allow further genetic dissection of reproductive barriers at play in these interspecific hybrids.

In summary, our results establish that the introduction of de novo alleles on the B6SPRTF1 background increases the binding of PRDM9 at the same position on both homologs, allowing more efficient homology search and rapid repair of DSBs. This increases the chromosome synapsis rate toward a critical threshold, allowing the completion of meiosis and the generation of mature sperm capable of generating offspring. With manipulation of a single gene, we are able to rescue aspects of the infertility that has arisen between two species separated by 1.5 My of evolution (Boursot et al. 1993).

## Materials and Methods

### Animals

Genetically modified mice harboring the human PRDM9 B allele (*Prdm9*^tm1.1(PRDM9)Wthg^) were generated in house (Davies et al. 2016), mice harboring the *M. musculus castaneus Prdm9* allele (Baker et al. 2014) (*Prdm9*^tm1.1Kpgn^) were provided by Petko Petkov (Jackson Laboratories, Bar Harbor). Wild-type STUS/Jpia mice were provided by Jaroslav Piálek, Institute of Vertebrate Biology, Brno and wild-type *M. spretus* mice (SPRET/EiJ) mice were obtained from MRC Harwell. *Gt(ROSA)26Sor*^tm1(CAG-cas9)Wthg^ were generated in house (Cebrian-Serrano et al. 2017). The breeding of the hybrid mice was carried out in accordance with UK Home Office Animal (Scientific Procedures) Act 1986, with procedures reviewed by the Clinical Medicine Animal Welfare and Ethical Review Body at the University of Oxford, and conducted under project license PPL 30/3437 and 30/3085. Animals were housed in individually ventilated cages, provided with food and water ad libitum and maintained on a 12 h light:12 h dark cycle (150–200 lx). The only reported positives on FELASA health screening over the entire time course of these studies were for *Helicobacter hepaticus and Entamoeba* spp. Experimental groups were determined by genotype and were therefore not randomized, with no animals excluded from the analysis. Sample sizes for fertility studies were selected on the basis of previously published studies (Davies et al. 2016) and all phenotypic characterization was performed blind to experimental group.

Heterozygous mice harboring the human allele were bred with STUS/Jpia in both directions (using females and males of each type) to generate the STUSB6F1 and B6STUSF1 hybrids. Heterozygous female mice harboring either the human or the CAST *Prdm9* alleles were bred with male SPRET/EiJ mice to generate the B6SPRTF1 hybrids. Male hybrid offspring were analyzed at 10 weeks of age. Paired testes weight from individual mice was recorded and normalized against lean body weight, as assessed using EchoMRI-100 Small Animal Body Composition Analyzer. Sperm count was obtained from individual mice by allowing caudal sperm to swim out in 1,000 μl of warm PBS prior to counting with an hemocytometer.

### Hotspot Determination and Provenance

Chromatin immunoprecipitation with a rabbit polyclonal anti-DMC1 antibody (Santa Cruz Biotechnology, sc-22768) followed by SSDS was performed as previously described (Khil et al. 2012) with some modifications (Hinch et al. 2019). ChIP-seq with a rabbit polyclonal anti-H3K4me3 antibody (Abcam ab8580) was performed as previously described (Li et al. 2019). Hotspot centers were localized by running a bioinformatic pipeline for identification of single-stranded sequences (Khil et al. 2012) followed by de novo calling using a previously published peak calling algorithm (Davies et al. 2016). Over 10,000 hotspots were called de novo in each of the DMC1 assays reported (supplementary table 1, Supplementary Material online) and the analyses presented are based on the full set of autosomal hotspots. 

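The hotspot tables held 19247 hotspots for B6/SPRT, 16398 for Hum/SPRT and 10088 for CAST/SPRT, of which 18522, 15727 and 9592 were autosomal. The lowest DMC1 signal listed was 7.5 in each of the 5 libraries, whereas the highest was between 347 and 1605.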

The PRDM9 allele responsible for activating specific hotspots was identified by comparison with mice harboring a range of distinct alleles, as previously described (Hinch et al. 2019). PRDM9 DNA motifs were inferred using a previously published Bayesian, ab initio motif finding algorithm (Altemose et al. 2017). For each hotspot in the hybrid mouse, the fraction of reads that originated from the B6 and the SPRET (or STUS) chromosomes respectively, was inferred as previously described (Davies et al. 2016). 

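A B6 fraction was missing for part of the hotspots, and these were left out of matched shares. The missing part was 38.4% of B6 hotspots in B6/SPRT, 26.4% of humanized hotspots in Hum/SPRT and 28.8% of CAST hotspots in CAST/SPRT, and 18.0 to 20.3% of SPRT hotspots. Counting them as unmatched lowered the matched share to 8.80% for B6, 32.9% for the humanized allele and 41.9% for CAST. On the X chromosome the median B6 contribution was 100% in each of the 5 libraries.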

For mapping of reads to homologous chromosomes in B6SPRTF1, we leveraged previously published variant calls for SPRET/EiJ by the Mouse Genomes Project (MGP version 5 Release 1505) (Keane et al. 2011). We restricted to SNPs that passed all MGP filters and we further filtered out SNPs that were heterozygous in SPRET/EiJ. To perform this analysis in B6xSTUS hybrids, we first sequenced a male STUS mouse to an average depth of 21× and used Platypus (Rimmer et al. 2014) version 0.5.2 to call variants. We restricted to SNPs that passed all quality filters and were homozygous in this animal.

### Immunocytochemistry

Mouse testis chromosome spreads were prepared using surface spreading and immunostained as previously described (Davies et al. 2016). The following primary antibodies were used: mouse anti-SYCP3 (Santa Cruz Biotechnology sc-74569, D-1) and rabbit anti-HORMAD2 (Santa Cruz Biotechnology sc-82192), and Alexa Fluor 594- or 488-conjugated secondary antibodies against rabbit or mouse IgG, respectively (ThermoFisher Scientific). Images were acquired using either a BX-51 upright wide-field microscope equipped with a JAI CVM4 B&W fluorescence CCD camera and operated by the Leica Cytovision Genus software, or a Leica DM6B microscope for epifluorescence, equipped with a DFC 9000Gt B&W fluorescence CCD camera, and operated via the Leica LASX software. Image analysis was carried out using Fiji (ImageJ-win64). Synapsis rate was estimated by the analysis of at least 50 meiotic nuclei. For synapsis analysis of the sex chromosomes, following immunostaining of spermatocytes, fluorescent in situ hybridization identification of the PAR was achieved with probes labeled with the Nick translation Kit (Abbott Molecular) as follows:

Chr X: RP23-119M14 + RP23-168A19 directly labeled with Gold dUTP (Enzo LifeScience); PAR region: RP24-500I4, directly labeled with Aqua dUTP (Enzo LifeScience); Chr Y: bMQ53i13, labeled with digoxigenin dUTP (Sigma Aldrich), detected with sheep antidigoxigenin (Sigma Aldrich), and antisheep 633 (ThermoFisher Scientific).

### Assisted Reproduction

In vitro fertilization was performed as previous described (Takeo and Nakagata 2011). Briefly, sperm was dispersed in a modified Krebs-Ringer bicarbonate solution (TYH) containing 1.0 mg/ml of polyvinyl alcohol and 0.75 mM methyl-β-cyclodextrin (Sigma), before transferring to fertilization drops containing cumulus masses of C57BL/6J oocytes in human tubal fluid medium (Millipore) supplemented with 0.25 mM reduced l-glutathione (Sigma)and 4 mg/ml Bovine Serum Albumin. After 4 h of incubation, presumptive zygotes were washed through drops of human tubal fluid and incubated in vitro in KSOM media (Millipore), supplemented with 0.8 mg/ml Bovine Serum Albumin (Takeo and Nakagata 2011). Where required, zona pellucida was removed by incubating oocytes briefly in acidic Tyrode’s solution (Sigma Aldrich). The resulting zygotes were cultured to the morula/blastocyst stage or were transferred at the two-cell stage surgically into pseudopregnant CD1 recipients. Where required, IVF-derived embryos were supplemented with additional heterozygous *B6.129S6-Gt(ROSA)26Sor^tm1(CAG-cas9)Wthg^* embryos to allow a suitable number for embryo transfer. Microsatellite analysis was performed by PCR using primer sets *D12Mit136 and D12MIt14.*

## Supplementary Material

Supplementary data are available at *Molecular Biology and Evolution* online.

## Supplementary Material

msab269_Supplementary_Data Click here for additional data file.

# Supplementary material for: Altering the Binding Properties of PRDM9 Partially Restores Fertility across the Species Boundary
**Source:** Mol Biol Evol. 2021 Sep 7;38(12):5555–62. doi: 10.1093/molbev/msab269
**Supplement:** msab269_Supplementary_Data

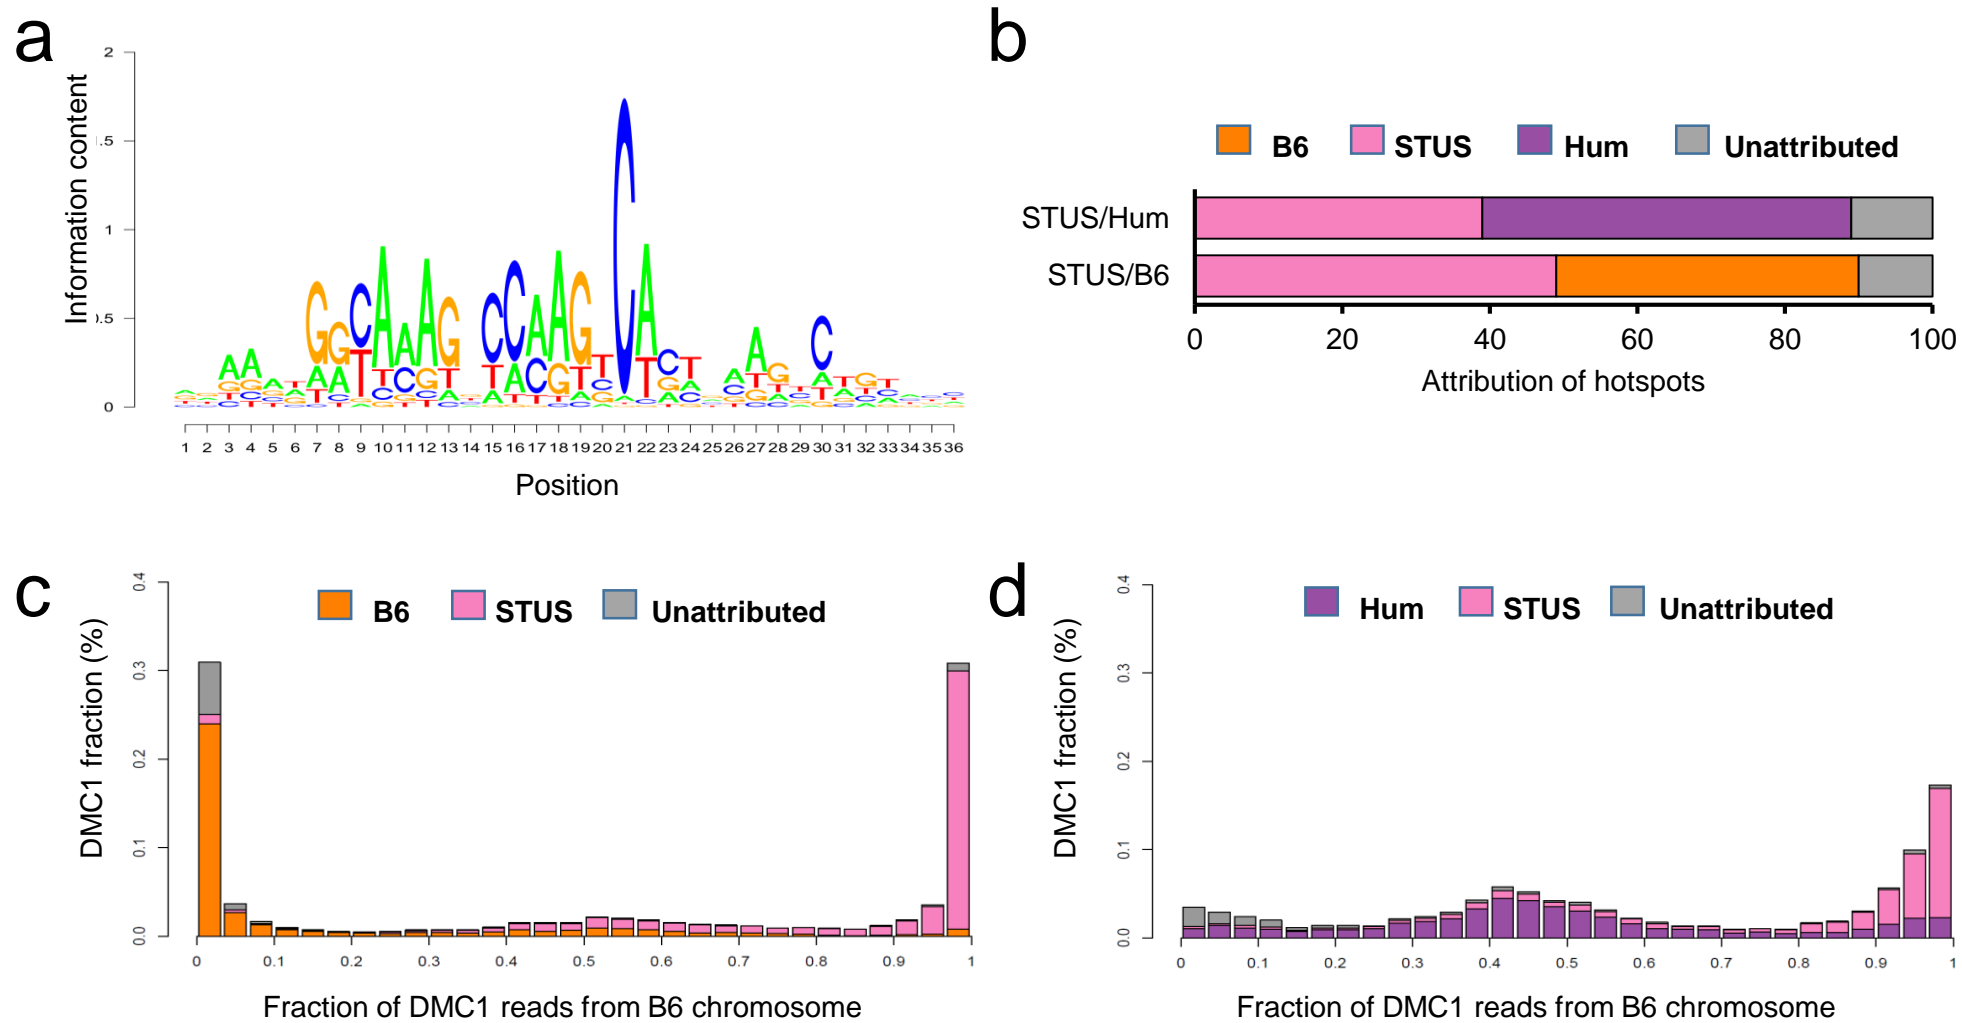

**Supplementary Fig. 1 – DMC1 ssDNA sequencing of humanized and wild-type STUSB6F1 mice.**

**a)** STUS hotspot consensus PRDM9 binding motif as inferred from hotspot overlap between B6STUSF1-*Prdm9*<sup>B6/STUS</sup> and B6STUSF1-*Prdm9*<sup>Hum/STUS</sup>. **b)** Overall hotspot attribution in the STUSB6F1 harbouring the wild-type *Prdm9*<sup>B6</sup> allele (STUS/B6) or the engineered *Prdm9*<sup>HUM</sup> allele (STUS/HUM) using DMC1 ssDNA sequencing (SSDS) peaks. **c)** Distribution of the fraction of DMC1 SSDS reads originating from the B6 chromosome in the infertile STUS/B6 mouse and **d)** for the fertile STUS/Hum mouse. PRDM9-control at each hotspot is attributed to B6 (orange), Humanized (purple), STUS (pink) or undetermined (grey) alleles.

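For the B6 allele in STUS/B6, 69.5% of the DMC1 signal lay at hotspots with under 10% of reads from the B6 chromosome, and 11.1% at those with 40 to 60%. For the STUS allele, 68.0% lay at hotspots with at least 90% from B6. The humanized allele in STUS/Hum had 38.97% of its signal between 40 and 60%, with 7.23% under 10% and 12.3% at 90% or more.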

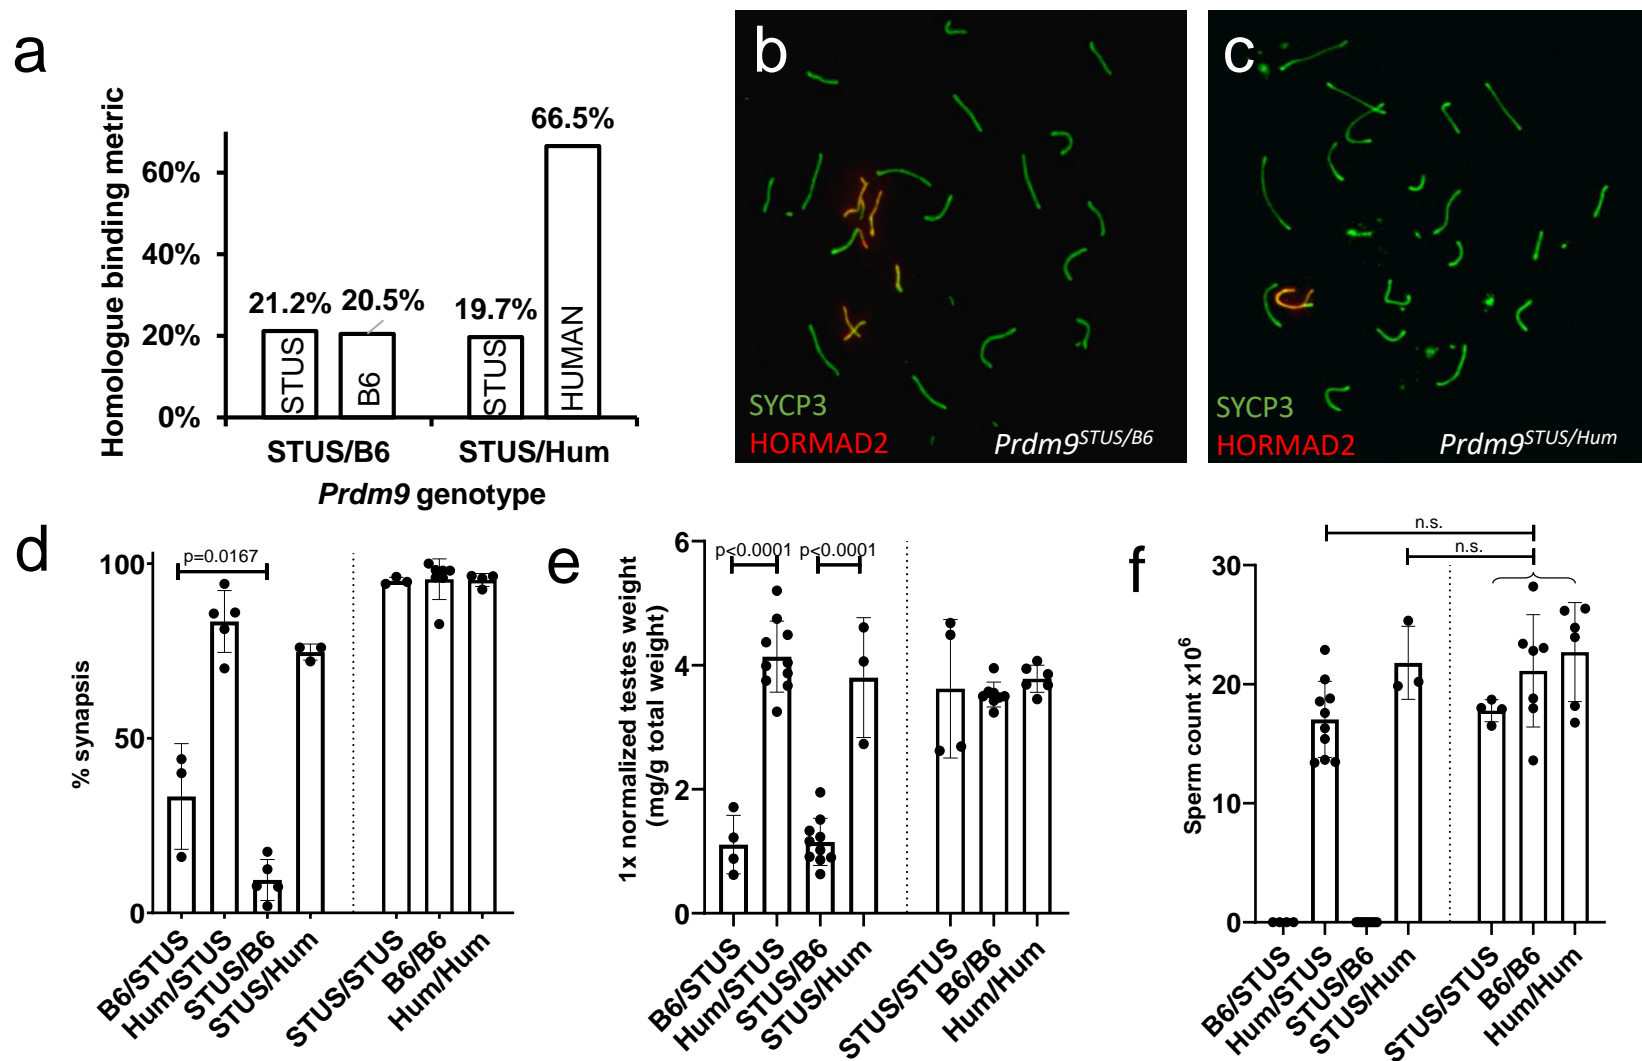

**Supplementary Fig. 2 - Introduction of a humanized *Prdm9* allele rescues the sterility phenotypes associated with STUSB6F1 and B6STUSF1 hybrids.**

**a)** The proportion of DMC1 SSDS reads originating from matched positions on the two homologues (as defined by B6 contribution between 25-75%) for each of the alleles present in STUSB6F1 hybrids harbouring the wild-type *Prdm9*<sup>B6</sup> allele (STUS/B6) or the engineered *Prdm9*<sup>HUM</sup> allele (STUS/Hum). **b)** and **c)** Representative immunofluorescence staining of testis nuclear spreads from wild-type (b) and humanized STUSB6F1 (c) for the synaptonemal complex protein SYCP3 which labels the chromosome axis (green) and HORMAD2 which marks unsynapsed chromosomes (red). A pronounced asynapsis of autosomes is typical of wild-type STUSB6F1, whereas the STUSB6F1 hybrids harbouring the humanized *Prdm9* allele typically reveal complete synapsis. **d)** Proportion of cells with normal autosomal synapsis, **e)** testis weight and **f)** total sperm count for the wild-type (B6/STUS; n=4) and humanized (Hum/STUS; n=10) B6STUSF1 hybrids, the wild-type (STUS/B6; n=10) and humanized (STUS/Hum; n=3) STUSB6F1 hybrids and the parental strains. 

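The proportion of cells with normal autosomal synapsis was scored per mouse, and the values here are the paper's, from its supplementary tables. STUS/B6 mice had 9.42% ± 5.87 (SD, n = 5) and STUS/Hum mice 74.7% ± 2.31 (SD, n = 3). Every STUS/Hum mouse lay above every STUS/B6 mouse, and a 2-sided exact permutation test of the difference of 65.2 percentage points gave p = 0.0357, the smallest these numbers of mice allow (0.0476 after Benjamini-Hochberg adjustment over 4 comparisons of synapsis). In the opposite cross, B6STUSF1, the difference was smaller: B6/STUS mice had 33.3% ± 15.1 (SD, n = 3) and Hum/STUS mice 83.4% ± 8.85 (SD, n = 5). The highest B6/STUS mouse had 44% and the lowest Hum/STUS mouse 70%, and no test was made for this cross. For STUS/B6, B6/STUS and Hum/STUS, synapsis values are listed for fewer mice than the legend gives. The X hotspots of the DMC1 libraries argue against a STUS mother, so B6STUSF1 may be the cross that matches those libraries.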

Error bars show 1 s.d.

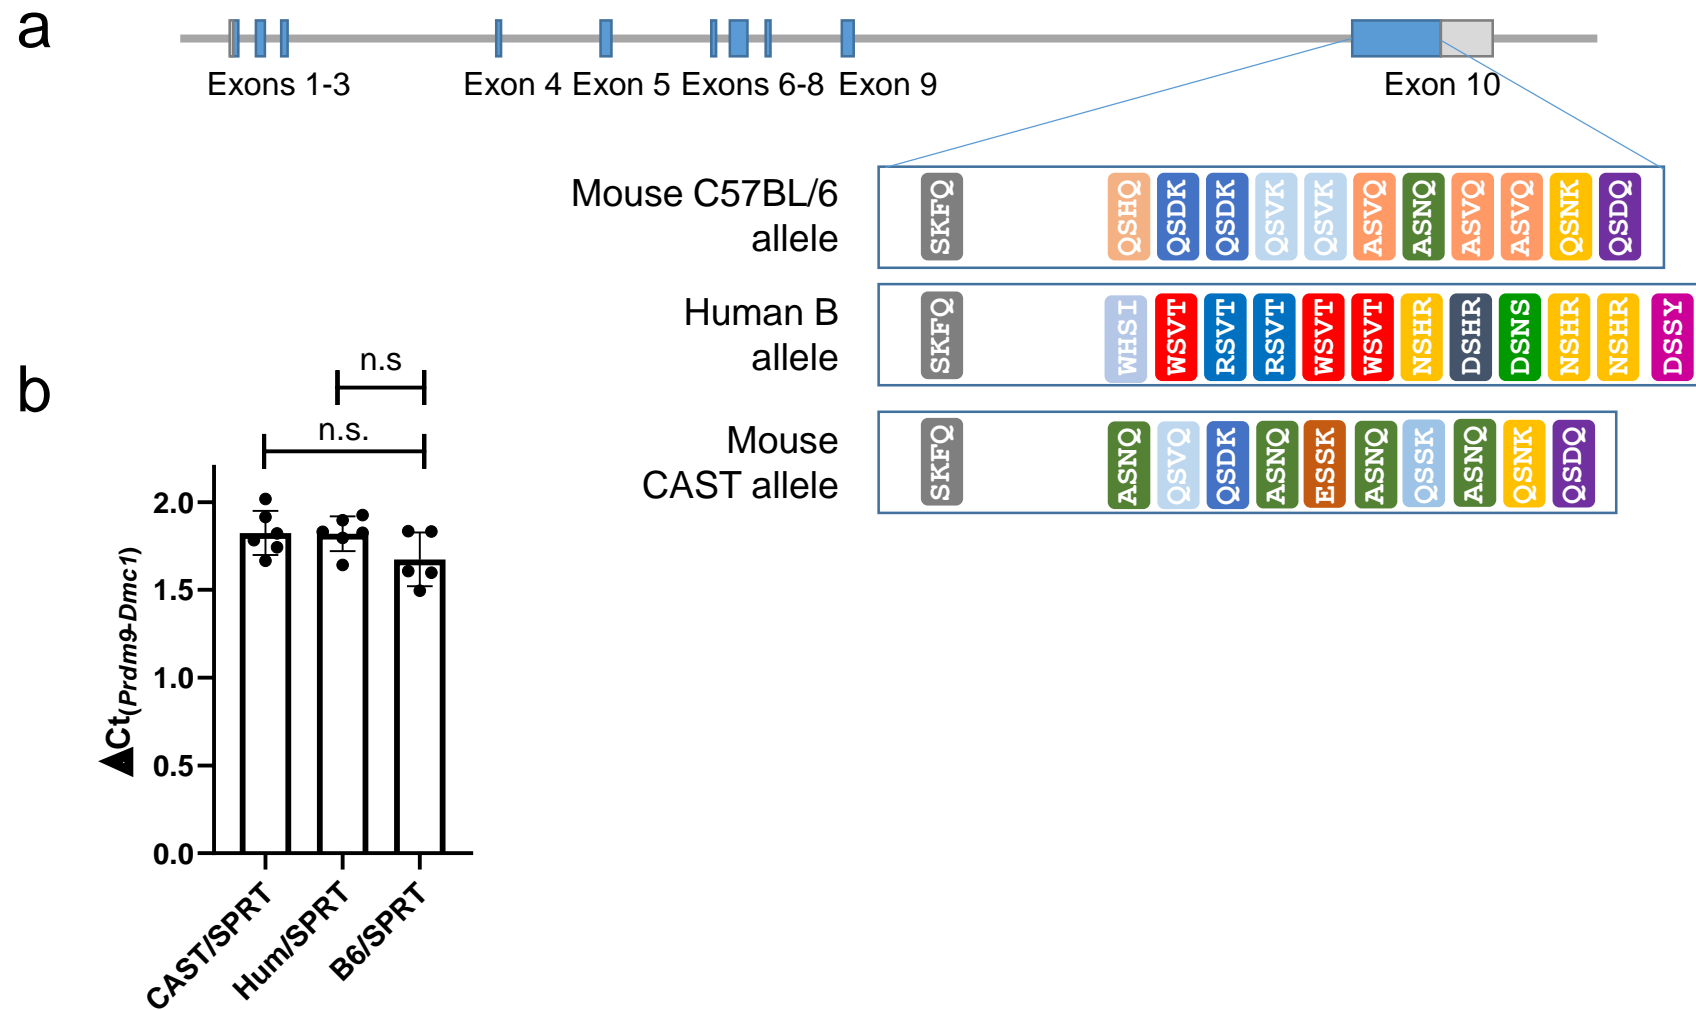

**Supplementary Fig.3: Expression of *Prdm9* is unchanged by the introduction of *de novo Prdm9* alleles in the B6SPRTF1 hybrid**

**a)** Structure of the B6, humanized and CAST alleles used in this study. The enlargement of the DNA-binding zinc finger array is shown with each zinc finger labelled by the 4 predicted DNA-contacting amino acids **b)** Expression of the *Prdm9* transcript, normalised to *Dmc1* expression, from testis cDNA prepared from wild-type B6SPRTF1-*Prdm9*<sup>B6/SPRT</sup> (B6/SPRT; n=5), B6SPRTF1-*Prdm9*<sup>Hum/SPRT</sup> (Hum/SPRT; n=6) or B6SPRTF1-*Prdm9*<sup>CAST/SPRT</sup> (CAST/SPRT; n=6). No significant difference in expression could be found for any of the *de novo Prdm9* alleles. Error bars show 1 s.d.

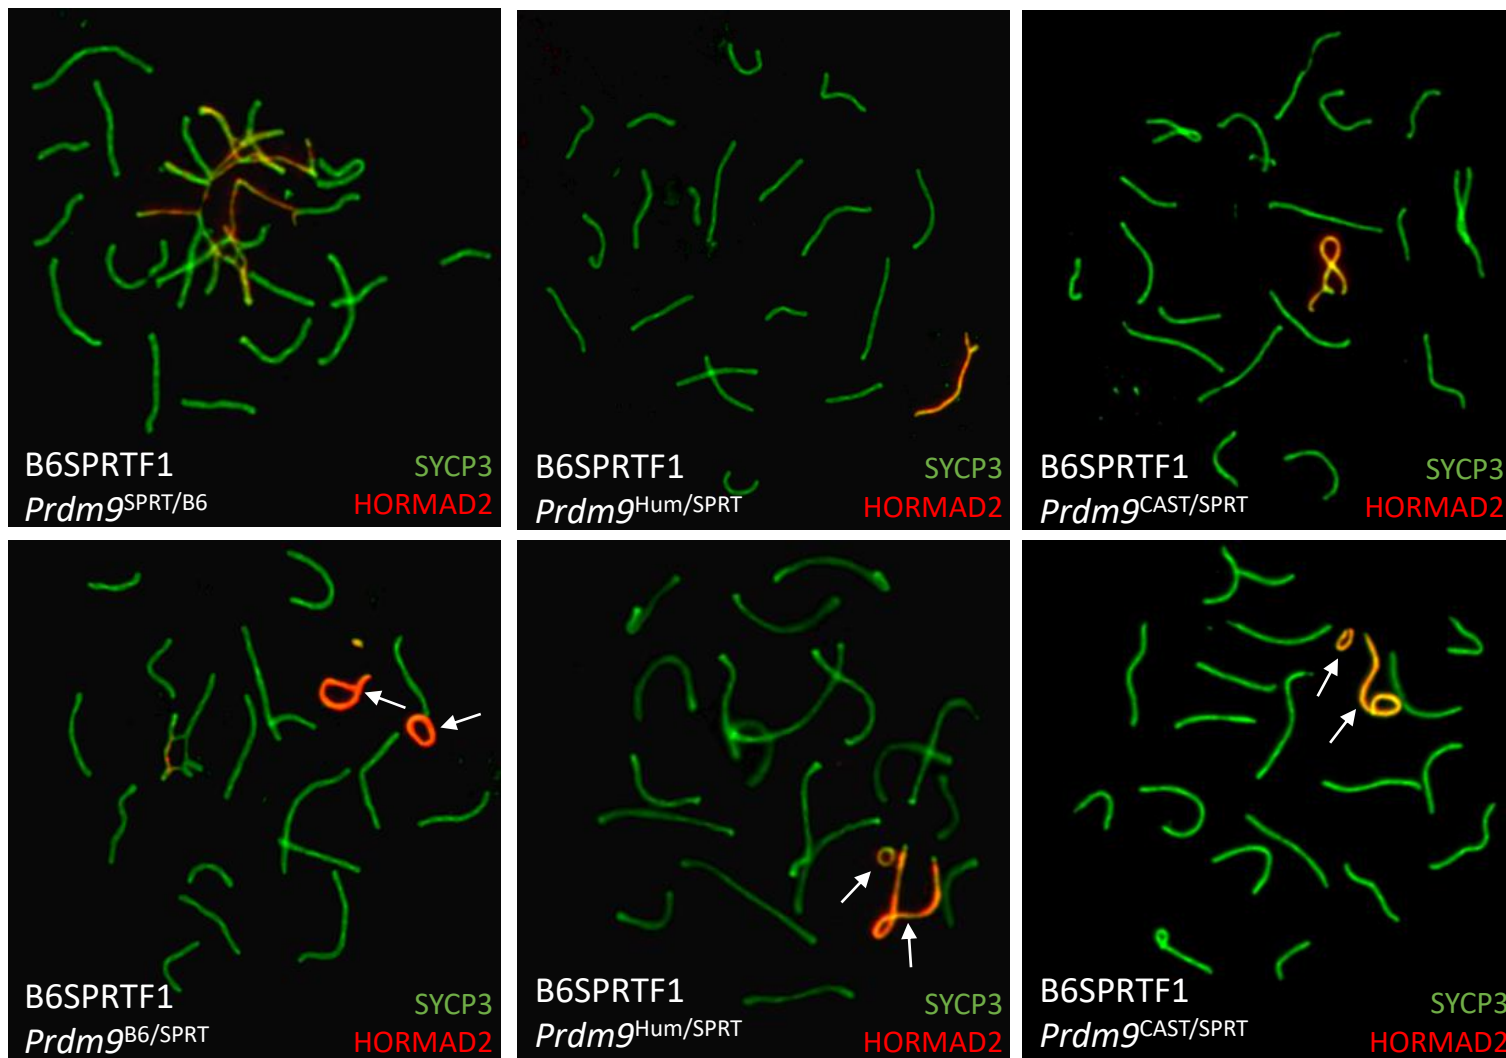

**Supplementary Fig.5: Representative micrographs demonstrating the synapsis status in the B6SPRTF1 hybrids**

Representative immunofluorescence staining of testis nuclear spreads from wild-type B6SPRTF1-*Prdm9*<sup>B6/SPRT</sup> (left panels), B6SPRTF1-*Prdm9*<sup>Hum/SPRT</sup> (middle panels), or B6SPRTF1-*Prdm9*<sup>CAST/SPRT</sup> (right panels) for the synaptonemal complex protein SYCP3 which labels the chromosome axis (green) and HORMAD2 which marks unsynapsed chromosomes (red). 

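Per mouse, the paper's supplementary values for autosomal synapsis were 38.0% ± 8.28 (SD, n = 5) in B6/SPRT, 58.3% ± 0.971 (SD, n = 3) in Hum/SPRT and 79.0% ± 9.13 (SD, n = 4) in CAST/SPRT. In 2-sided exact permutation tests, Hum/SPRT exceeded B6/SPRT by 20.3 percentage points (p = 0.0357, adjusted 0.0476) and CAST/SPRT exceeded B6/SPRT by 40.98 (p = 0.0159, adjusted 0.0476). CAST/SPRT exceeded Hum/SPRT by 20.6 percentage points, with every CAST/SPRT mouse above every Hum/SPRT mouse, and the exact permutation p of 0.0571 is the smallest that 4 mice against 3 allow.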

A pronounced asynapsis of autosomes is typical of wild-type B6SPRTF1, whereas the B6SPRTF1 hybrids harbouring the *de novo* alleles reveal higher levels of complete autosomal synapsis. In all genotypes, however, irrespective of autosomal synapsis status, asynapsis of the sex chromosomes is seen in approximately one fifth of cells (see Supplementary Fig. 6a) (lower panels, marked by arrows).

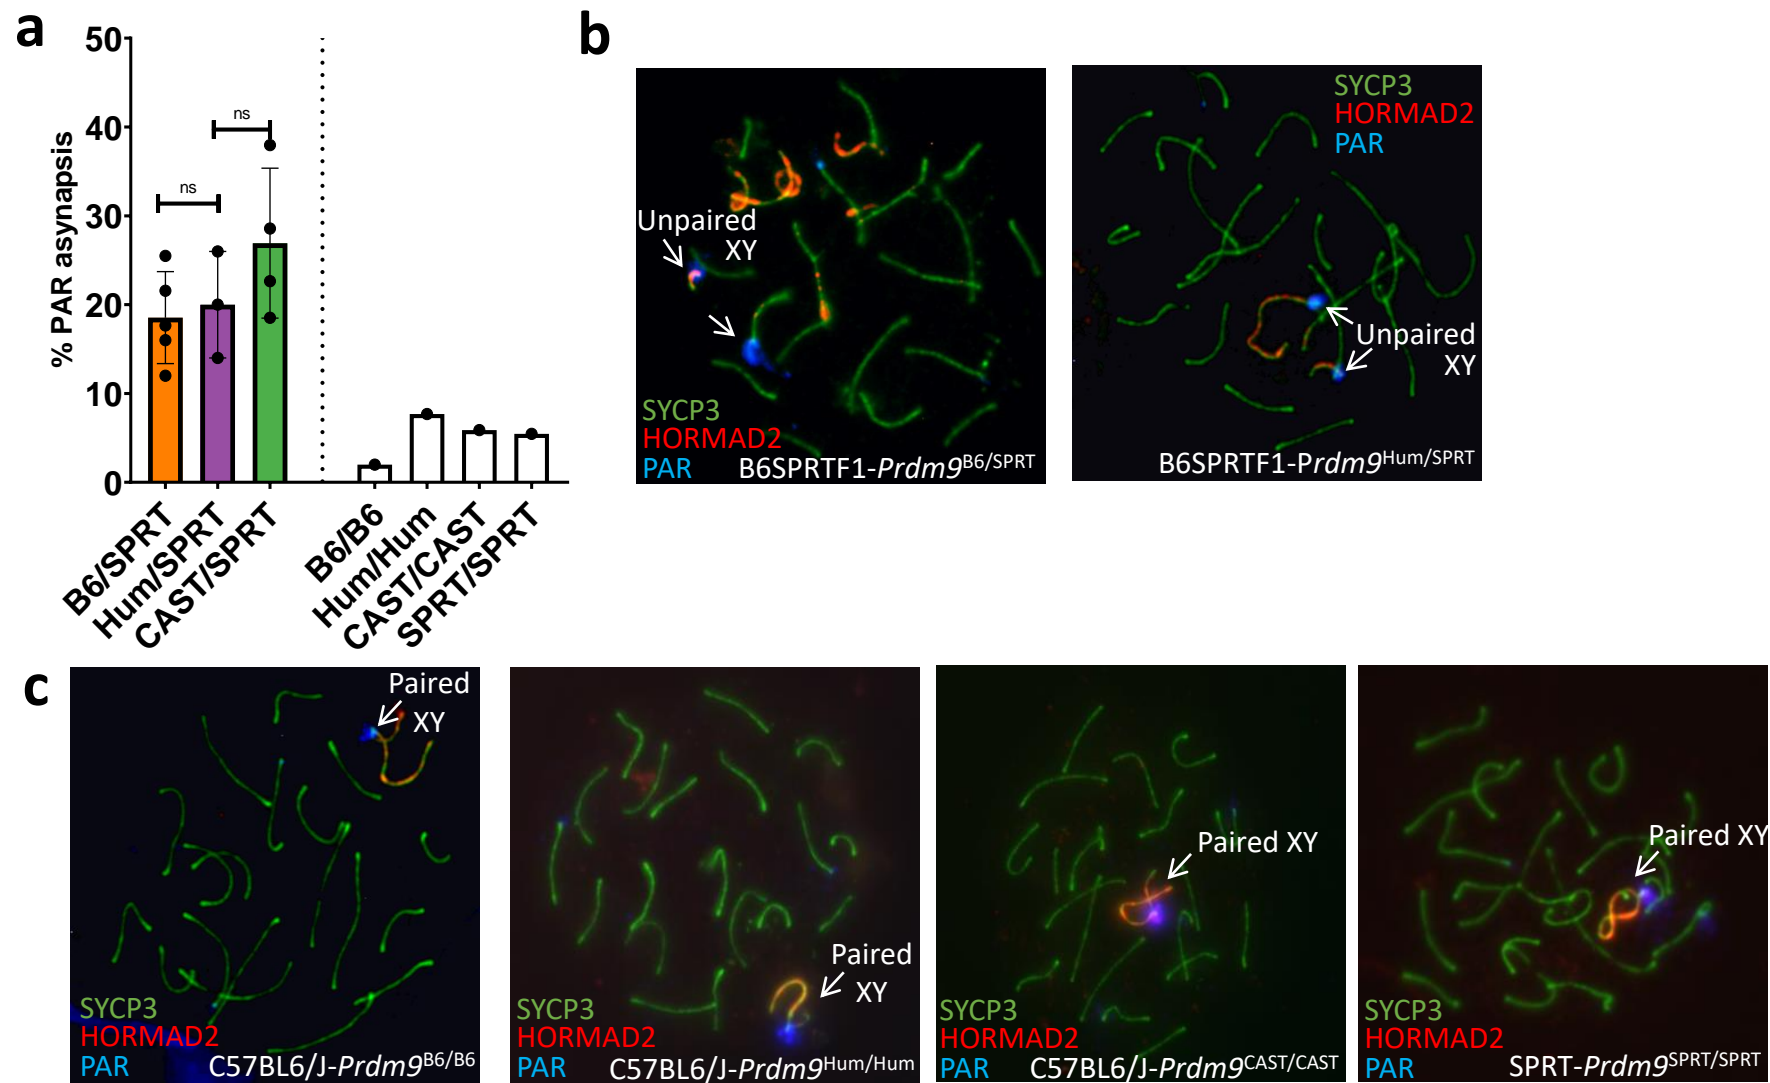

**Supplementary Fig.6: Representative micrographs demonstrating PRDM9-independent sex-chromosome asynapsis in the B6SPRTF1 hybrids**

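The paper's values per mouse give sex chromosome asynapsis of 18.5% ± 5.18 (SD, n = 5) in B6/SPRT, 20.0% ± 6.00 (SD, n = 3) in Hum/SPRT and 26.9% ± 8.44 (SD, n = 4) in CAST/SPRT. Neither difference from B6/SPRT stood out from the spread between mice: it was 1.46 percentage points for Hum/SPRT (2-sided exact permutation test, p = 0.679) and 8.38 for CAST/SPRT (exact permutation p = 0.111, or 0.333 after Benjamini-Hochberg adjustment over 3 comparisons). Single mice moved both differences. For Hum/SPRT the difference was between -1.54 without mouse 2 and 4.46 without mouse 3 of that genotype. For CAST/SPRT it was between 4.70 without its mouse 1 and 11.2 without its mouse 2. Each parental genotype has 1 value, between 2 and 7.69%, so none could be tested singly, and the parental values were not tested together. The lowest B6/SPRT mouse, at 12%, lay above all of them.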

**a)** Proportion of sex chromosome asynapsis in the wild-type B6SPRTF1-*Prdm9*<sup>B6/SPRT</sup> (B6/SPRT; n=5), B6SPRTF1-*Prdm9*<sup>Hum/SPRT</sup> (Hum/SPRT; n=3), B6SPRTF1-*Prdm9*<sup>CAST/SPRT</sup> (CAST/SPRT; n=4) and parental strains for reference. Error bars show 1 s.d. **b)** Representative immunofluorescence staining of testis nuclear spreads from B6SPRTF1-*Prdm9*<sup>B6/SPRT</sup> (left panel), or B6SPRTF1-*Prdm9*<sup>Hum/SPRT</sup> (right panel) for the synaptonemal complex protein SYCP3 which labels the chromosome axis (green) and HORMAD2 which marks unsynapsed chromosomes (red), plus the addition of a fluorescent *in situ* hybridization probe against the pseudoautosomal region (PAR, blue). **c)** as b) for the parental strains. The X-Y chromosomes and their paired status is shown by white arrows.

a

| Experiment | Sperm                              | Treatment      | No. of oocytes | 2-cell | % fertilization |
|------------|------------------------------------|----------------|----------------|--------|-----------------|
| 1          | B6SPRTF1-Prdm9 <sup>Hum/SPRT</sup> |                | 93             | 6      | 6%              |
|            | C57BL/6J                           |                | 25             | 21     | 84%             |
| 2          | B6SPRTF1-Prdm9 <sup>Hum/SPRT</sup> |                | 56             | 0      | 0%              |
|            | C57BL/6J                           |                | 31             | 30     | 97%             |
| 3          | B6SPRTF1-Prdm9 <sup>Hum/SPRT</sup> |                | 160            | 1      | 1%              |
|            | C57BL/6J                           |                | 18             | 11     | 61%             |
| 4          | B6SPRTF1-Prdm9 <sup>Hum/SPRT</sup> | Zona stripping | 22             | 11     | 50%             |
|            | C57BL/6J                           | Zona stripping | 10             | 7      | 70%             |
| 5          | B6SPRTF1-Prdm9 <sup>Hum/SPRT</sup> | Zona stripping | 80             | 9      | 11%             |
|            | C57BL/6J                           | Zona stripping | 11             | 7      | 64%             |

b

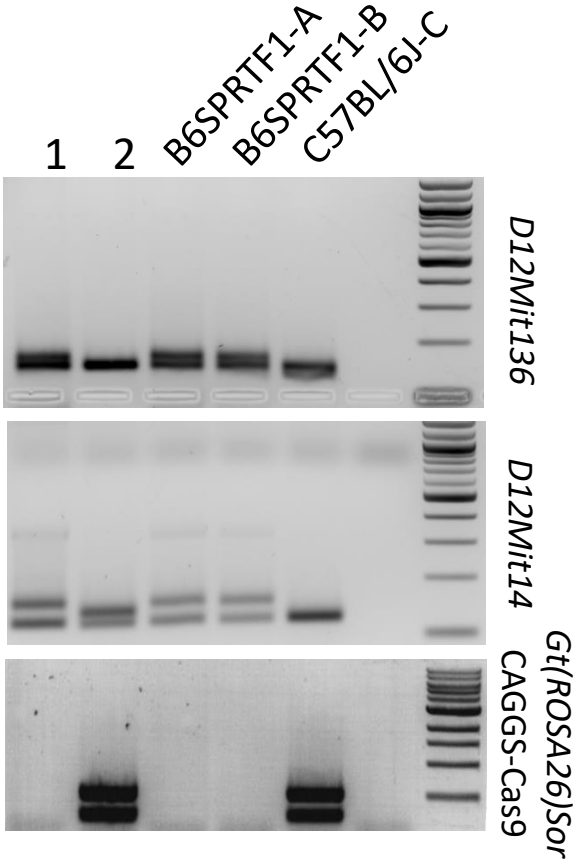

**Supplementary Fig. 7: IVF using humanized B6SPRTF1 sperm**

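Pooled over the paper's experiments, sperm of humanized hybrids gave 7 embryos at the 2-cell stage from 309 oocytes with the zona pellucida in place, 2.27% (95% Wilson interval 1.10 to 4.60%), and 20 from 102 zona-stripped oocytes, 19.6% (interval 13.1 to 28.4%). Fisher's exact test, 2-sided, gave p = 3.16e-08 for this difference, which treats oocytes as independent. Intact and stripped oocytes were used in separate experiments, 3 and 2 of them, so treatment and experiment cannot be told apart. The stripped experiments differed from each other, at 50.0 and 11.2%. With C57BL/6J sperm, 62 of 74 intact and 14 of 21 stripped oocytes reached the 2-cell stage (83.8 and 66.7%, Fisher's exact p = 0.12).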

**a)** Table showing the fertilization rate of C57BL/6J oocytes with humanized B6SPRTF1-*Prdm9*<sup>Hum/SPRT</sup> sperm or C57BL/6J control sperm over a number of different experiments, with and without the stripping of the zona pellucida. Fertilization rate is determined by the number of 2-cell embryos obtained following overnight incubation. **b)** Top and middle panels show the genotyping of offspring #1 and #2 for two microsatellite markers (*D12Mit136* and *D12Mit14*) which distinguish between B6 and SPRT. Offspring #1 shows a characteristic doublet for the microsatellite genotyping, indicative of heterozygosity for B6 and SPRT at these markers (compare with the two control B6SPRTF1 mice [B6SPRTF1-A and B6SPRTF1-B] and a control C57BL/6J mouse). The lower panel shows the genotyping specific for the *Gt(ROSA)26Sor*<sup>tm1(CAG-cas9)Wthg</sup> allele, which genetically marks the additional embryos used to supplement the IVF embryos for embryo transfer to maximize the chance of pregnancy. Offspring #1 is negative for *Gt(ROSA)26Sor*<sup>tm1(CAG-cas9)Wthg</sup> and therefore must have been derived from the B6SPRTF1 IVF, whereas Offspring #2 is positive for this marker, and thus was derived from carrier embryos added to the embryo transfer. Additionally, offspring #2 carries a different allele at D12Mit136, reflecting 129S6 genetic background within the carrier embryos.

| Sample    | Total number of hotspots<br>(called by DMC1 ChIP-seq) | Number of autosomal<br>hotspots (subset of total<br>number) |
|-----------|-------------------------------------------------------|-------------------------------------------------------------|
| B6/SPRT   | 19247                                                 | 18522                                                       |
| Hum/SPRT  | 16398                                                 | 15727                                                       |
| CAST/SPRT | 10088                                                 | 9592                                                        |
| STUS/B6   | 18069                                                 | 17309                                                       |
| STUS/Hum  | 10525                                                 | 10031                                                       |

**Supplementary Table 1: DMC1 Hotspots called for each of the genotypes analysed**

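Hotspots were called in each library separately. Those on the X chromosome, the difference between the total and the autosomal number, were 725 in B6/SPRT, 671 in Hum/SPRT, 496 in CAST/SPRT, 760 in STUS/B6 and 494 in STUS/Hum. A small group of autosomal hotspots, between 41 in CAST/SPRT and 75 in Hum/SPRT among the B6SPRTF1 libraries, carries the mark KO, whose meaning the paper's text does not state, and was kept apart from the unassigned ones.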

Table shows the number of DMC1 hotspots in total, and on autosomes, for the B6SPRTF1 mice with genotypes *Prdm9*<sup>B6/SPRT</sup>, *Prdm9*<sup>Hum/SPRT</sup> and *Prdm9*<sup>CAST/SPRT</sup> and for the STUSB6F1 mice with genotypes *Prdm9*<sup>STUS/B6</sup> and *Prdm9*<sup>STUS/Hum</sup>.

How the deposited data were processed for this re-analysis (not part of the article)

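DMC1 SSDS was available for 5 genotypes, with 1 library each, and H3K4me3 ChIP-seq with input for the 3 genotypes of B6SPRTF1, with 2 or 3 samples of each kind per genotype, 19 samples in all. The authors identified single-stranded sequences, called hotspots without a prior list, assigned PRDM9 alleles by comparison with other mice and assigned reads to homologs by SNPs. The authors deposited 1 table per genotype. Its DMC1 signal is the value of the authors' caller, and its scaling to depth is not stated. The authors' fraction of DMC1 reads from the B6 chromosome comes without the number of reads, so its depth is unknown. For H3K4me3 the authors deposited whole-number counts of ChIP and input coverage, a ratio of enrichment over input whose formula is not stated, and a fraction of reads from the B6 chromosome with the number of SNP-carrying reads. These H3K4me3 values were taken as pooled over the samples of a genotype, since each has 1 column. Tables were matched to genotypes by the hotspot totals of Supplementary Table 1 and by the alleles they name. The tables hold 13 further columns of values (p-values and a mark for sharing), which were not used here.

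From these tables, hotspots were counted, and shares of DMC1 signal, hotspots and H3K4me3 enrichment were computed on the 19 autosomes with Python 3.11.15, pandas 2.3.3, numpy 2.4.6, scipy 1.17.1 and matplotlib 3.10.9. A hotspot was matched at a B6 contribution of 25 to 75%, ends included, and one-sided otherwise. Intervals are 95% percentile bootstrap intervals over hotspots (1000 resamples) for weighted shares and Wilson intervals for counts. They describe a library, not the variation between mice, and no test was made between genotypes. Hotspots of 2 libraries were taken as shared with centers within 500 bp. The ratio of DMC1 signal to H3K4me3 enrichment was compared between matched and one-sided hotspots by 2-sided permutation over hotspots (100000 permutations) with Benjamini-Hochberg adjustment over 6 pairs of allele and genotype. Values per mouse and fertilization counts are the paper's, tested by exact permutation and Fisher's exact test. Hotspots named followed a rule set beforehand: the autosomal hotspot with the largest DMC1 signal for each allele and hybrid, and the strongest matched hotspot of B6 and of each allele replacing it.

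The computations were tested on simulated data. From 4000 simulated hotspots a matched share of 40% was recovered as 39.9%. In 100 draws of 1000 hotspots each, 96 bootstrap intervals covered the known share, with fewer resamples than in the analysis. Of 1200 simulated hotspot pairs, 1200 were found. A shift of 0.50 in log2 ratio was recovered as 0.49. With a simulated trend on H3K4me3 and no shift, comparing within 5 bins of H3K4me3 left a difference of 0.077 on the log2 scale that the permutation test still called. Removing the linear trend inside each bin left 0.021, which it did not call, and this version was added after seeing the data. Other alternatives covered the limits of the matched range, weighting, the strongest 5000 hotspots, the X chromosome, unassigned hotspots and hotspots without a B6 fraction, which were counted as unmatched or placed by H3K4me3. The strongest 5000 were the autosomal hotspots of a library with the largest DMC1 signal, also for H3K4me3 shares.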

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

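The tests in this part were chosen after the results were seen.

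Hotspots without a DMC1 B6 fraction, which matched shares leave out, mostly have an H3K4me3 B6 fraction (1571 of 1581 for B6 hotspots), and the paper's main text does not report it. They were matched by H3K4me3 more often than hotspots with a DMC1 fraction, by 10.3 percentage points for CAST hotspots and by 39.1 for SPRT hotspots of CAST/SPRT, the smallest and largest gaps of 6. For B6 hotspots it was 71.4% of 1571 against 54.2% of 2541. Weaker H3K4me3 was argued against, since within 5 bins of enrichment the smallest gap was 10.7 percentage points. This was the gap at CAST hotspots, where it was positive in 4 of the 5 bins. For the other pairs it was positive in all 5. Fewer SNP-carrying reads were argued against as well, with a smallest gap of 12.3 within bins of their number. Fewer SNPs around these hotspots may be a source of the pattern: SNP-carrying reads per ChIP read were lower there for 6 of 6 pairs of allele and genotype (1.52 against 1.67 for B6 hotspots). A region with few SNPs would both lose the DMC1 fraction and keep binding sites alike on the homologs. The window behind the SNP-carrying reads is not stated, and sequence was not analysed here, so this stays a hypothesis. What these hotspots do to the matched shares depends on how they are placed. Counting them as matched where their H3K4me3 fraction lies between 25 and 75% gave 32.4% for B6, 58.4% for the humanized allele and 65.1% for CAST, and 34.5, 34.6 and 26.4% for SPRT in B6/SPRT, Hum/SPRT and CAST/SPRT. The 2 marks differ at hotspots that have both: of the 2541 B6 hotspots with a DMC1 fraction 25.5% were matched by DMC1, against the 54.2% by H3K4me3. In a second placing, hotspots were split into 10 bins of the H3K4me3 fraction, and each hotspot without a DMC1 fraction was given the share of DMC1-matched hotspots among the others of its bin. This gave 16.6% for B6, 49.7% for the humanized allele and 60.01% for CAST, and 29.9, 30.3 and 23.7% for SPRT. It assumes that the 2 kinds of hotspot relate DMC1 to H3K4me3 alike, which was not tested.

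On the X chromosome, 98.2% of 651 hotspots in STUS/B6 and 97.5% of 406 in STUS/Hum had a B6 contribution of at least 90%. A male carries the X of its mother. Loss of reads from the other chromosome in mapping was argued against, since 7.43% of autosomal hotspots in STUS/Hum and 25.4% in STUS/B6 had a B6 contribution under 10%. A STUS mother would leave her son without a B6 X, so these shares argue against a STUS mother for the mice of both libraries. In the B6SPRTF1 libraries, whose mothers were B6, the share was 99.7 to 100%. A B6 mother is the explanation that remains, with 97.5% as the smaller of the X shares. It goes with the order of parents in the sample labels and with the name B6STUSF1 in the legend of Supplementary Fig. 1a. It does not go with the name STUSB6F1, which the paper uses elsewhere for these libraries. The pedigree of the mice was not analysed here.

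The share of hotspots attributed to the SPRT allele, counting hotspots, rose by 8.85 percentage points from B6/SPRT to Hum/SPRT, whereas the share of the STUS allele changed by -14.4 from STUS/B6 to STUS/Hum. There is 1 library per genotype and the difference between the crosses was not tested. The number of SPRT hotspots did not rise, at 9247 in B6/SPRT and 9243 in Hum/SPRT. Humanized hotspots were more than B6 hotspots (4485 against 4122), whereas unassigned ones fell from 5103 to 1924. The rise of the SPRT share thus lies with the unassigned hotspots of B6/SPRT. Their median DMC1 signal was 19.6, and with unassigned hotspots left out the SPRT change was -1.84 percentage points. The STUS change was then -15.3, so leaving them out turned the rise of the SPRT share but a gap between the crosses remained. Differences between the SPRT and STUS alleles themselves stay open and untested.

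In the paper's values per mouse, 1 C57BL/6J mouse had 82.7% autosomal synapsis, the lowest of 8 in its group. Its gap to the next mouse, divided by the range of the group, was above Dixon's 95% critical value. It was the only such value in the 9 groups of mice tested, and that critical value is set so that about 1 in 20 groups passes it by chance. Not every group was tested: the 3 STUS/Hum mice, with 76, 76 and 72%, were left out. No explanation was tested.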

How the results depend on the processing

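Alternatives were set before the data were examined, except both placings of hotspots by H3K4me3, the removal of the trend within bins and the distance from gene ends, which were chosen after seeing the data. Where a value moved, the cause was not tested unless the alternative's own construction shows it.

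Matched shares are given in the order B6, humanized and CAST allele in B6SPRTF1, then B6 and STUS allele in STUS/B6 and humanized allele in STUS/Hum. They became 17.9, 52.5, 65.1, 22.6, 23.7 and 70.8% with limits of 20 to 80%, 29.6, 65.97, 74.3, 27.5, 29.1 and 80.6% with 10 to 90%, and 6.80, 21.9, 35.4, 11.2, 11.3 and 39.2% with 40 to 60%. Counting each hotspot once gave 25.5, 43.3, 54.3, 38.1, 36.3 and 63.7%, and the 5000 strongest hotspots gave 9.20, 53.1, 62.99, 13.7, 13.9 and 67.6%. With the X chromosome they were 14.4, 42.9, 53.2, 19.7, 19.95 and 62.5%, and with hotspots without a B6 fraction counted as unmatched 8.80, 32.9, 41.9, 20, 20.8 and 62.6%. Giving those hotspots the DMC1-matched share of their bin of the H3K4me3 fraction moved the humanized share in Hum/SPRT to 49.7%. Counting them as matched where their H3K4me3 fraction is gave 32.4, 58.4 and 65.1% for the B6, humanized and CAST allele in B6SPRTF1.

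The differences, humanized minus B6, CAST minus B6 and CAST minus humanized in B6SPRTF1 and humanized minus B6 in the STUS hybrid, stayed positive under each of these alternatives that was run. Neither placing by H3K4me3 was run for the STUS hybrid, whose tables hold no H3K4me3. In percentage points they were 36.4, 44.6, 8.28 and 53.1 with limits of 10 to 90%, 15.1, 28.6, 13.6 and 27.97 with 40 to 60%, 17.7, 28.8, 11.03 and 25.5 counting each hotspot once, 43.9, 53.8, 9.92 and 53.8 in the 5000 strongest, 28.5, 38.9, 10.4 and 42.8 with the X chromosome and 24.1, 33.1, 9.01 and 42.6 with missing fractions counted as unmatched. Counting hotspots as matched where their H3K4me3 fraction is, those of B6SPRTF1 were 26.04, 32.7 and 6.70.

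Attribution depended on weighting. The SPRT share by DMC1 in B6/SPRT, Hum/SPRT and CAST/SPRT was 71.8, 70.4 and 55.4% weighted by DMC1 signal, 77.7, 74.7 and 56.2% in the 5000 strongest hotspots and 69.2, 67.3 and 59.6% of hotspots with an allele. The STUS share in STUS/B6 and STUS/Hum was 49.7 and 39.1%, 50.04 and 38.7% and 59.2 and 43.9% in the same order. The SPRT share by H3K4me3 was 79.9, 71.8 and 49.6% in the 5000 strongest by DMC1 signal and 75.1, 63.8 and 52.2% of hotspots with an allele. Those 5000 are unlike parts of the libraries, out of 18522, 15727 and 9592 autosomal hotspots. Every autosomal hotspot had H3K4me3 above 0, so counting each hotspot once only repeats the count by DMC1, 49.9, 58.8 and 53.4%. The changes of the SPRT share by DMC1 from B6/SPRT to Hum/SPRT and to CAST/SPRT reversed to -1.36 and -16.4 percentage points when weighted, -2.98 and -21.5 in the 5000 strongest hotspots and -1.84 and -9.55 without unassigned hotspots. By H3K4me3 they were -8.09 and -30.3 in the 5000 strongest by DMC1 signal and -11.3 and -22.8 without unassigned hotspots. Counting each hotspot once gave 8.85 and 3.48, which is the count by DMC1 again and no separate reversal. The change of the STUS share was -10.6 weighted, -11.4 in the 5000 strongest and -15.3 without unassigned hotspots.

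Leaving out each mouse in turn, the difference in autosomal synapsis was 16.8 to 22.1 percentage points for Hum/SPRT against B6/SPRT and 63.4 to 67.3 for STUS/Hum against STUS/B6. It was 37.4 to 45.4 for CAST/SPRT against B6/SPRT and 18.3 to 25.03 for CAST/SPRT against Hum/SPRT. The groups did not overlap, so each exact permutation p of these fits was the smallest that the remaining mice allow (0.0571 or 0.0952 in the first pair of comparisons, 0.0286 or 0.0357 for CAST/SPRT against B6/SPRT, and 0.1 or 0.133 for CAST/SPRT against Hum/SPRT) and says nothing about stability. The difference in sex chromosome asynapsis between Hum/SPRT and B6/SPRT gave -1.54 to 4.46. It reversed to -1.54 without mouse 2 of Hum/SPRT and to -0.177 without mouse 2 of B6/SPRT. For CAST/SPRT against B6/SPRT it gave 4.70 to 11.2, the lowest without mouse 1 and the highest without mouse 2 of CAST/SPRT. The gain in fertilization with stripped oocytes was 8.98 percentage points without experiment 4 and 47.7 without experiment 5.

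Of 152 other values, 66 changed by less than their interval or kept their side of the threshold, 85 moved and 1 was weaker. No paired analysis was possible because the tables hold 1 H3K4me3 column of each kind per genotype, and for the same reason no H3K4me3 replicate was left out. A limit of 10 informative reads was not run, since the tables give no such number for DMC1. The unknown depth of the DMC1 fractions limits how well hotspots near 25 and 75% can be placed.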

Differences from the paper's values

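In Fig. 2b, read by eye, about 9% of DMC1 hotspots of B6/SPRT and about 7% of those of Hum/SPRT are without an allele, as the paper's values. Counting each autosomal hotspot once gave 27.6% and 12.2%. With hotspots weighted by DMC1 signal the values were 9.90% and 8.29%, within 1.5 times the paper's. With the 5000 strongest hotspots the value of Hum/SPRT, 7.16%, also came within that range, whereas that of B6/SPRT, 5.20%, did not. Including the X chromosome closed neither gap, with 27.4% and 11.97%.

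The paper states that the de novo alleles reduced the dominance of SPRT PRDM9. Counting hotspots, the SPRT share was 8.85 percentage points higher in Hum/SPRT and 3.48 higher in CAST/SPRT than in B6/SPRT. Weighted by DMC1 signal, restricted to the 5000 strongest hotspots or with unassigned hotspots left out, it was lower in both. In Fig. 2b, read by eye, the SPRT share is about 72, 71 and 56% in B6/SPRT, Hum/SPRT and CAST/SPRT. The weighted shares, 71.8, 70.4 and 55.4%, lie near these values, whereas the counts were 49.9, 58.8 and 53.4%. The difference from the paper thus arises with counting hotspots and not with the weighted shares.

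The legend of Fig. 2c gives 4 mice, whereas the supplementary tables list 5 B6/SPRT, 3 Hum/SPRT and 4 CAST/SPRT mice. For STUS/B6, B6/STUS and Hum/STUS, the legend of Supplementary Fig. 2 gives more mice than have synapsis values.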

Other observations

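All tests in this part were chosen after the results were seen, except the comparison of DMC1 to H3K4me3 ratios and its alternatives planned beforehand. Where a difference counted as near 0 was also decided after the values were seen.

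One-sided hotspots had more DMC1 signal per H3K4me3 than matched ones for 6 of 6 pairs of allele and genotype. The difference in median log2 ratio was 1.02 for B6 hotspots, 0.41 for humanized and 0.37 for CAST hotspots, and 0.56 to 0.62 for SPRT hotspots (permutation over hotspots, adjusted p = 1e-05, the smallest 100000 permutations give). Hotspots are not replicates of mice. Promoter H3K4me3 was argued against, since over 2 kb from coding gene ends the smallest difference was 0.36. A trend of the ratio with H3K4me3 was argued against for 5 of the pairs, with a smallest difference of 0.23 once the trend was removed within bins, but it could account for most of the difference at CAST hotspots, where 0.071 remained (permutation adjusted p = 0.0432, between 1e-05 and 0.402 over the alternatives). The DMC1 limit for calling a hotspot reads the same way. Among hotspots with H3K4me3 above the median the smallest difference was 0.24 in those 5 pairs and 0.077 at CAST hotspots (permutation adjusted p = 0.402). Slower repair where the PRDM9 binding motif of the homolog is eroded, which the introduction describes, is a possible explanation: X hotspots, with no homolog, exceeded matched autosomal hotspots by at least 0.46. The smallest excess, that of the B6 allele, was 0.30 with matched limits of 10 to 90%. It was 0.43 when the matched autosomal hotspots were restricted to those over 2 kb from coding gene ends. The X hotspots were not restricted in this way, so promoter H3K4me3 on the X was not tested. Against one-sided autosomal hotspots, X hotspots lay 0.23 to 0.66 higher for the other pairs, but lower for the B6 allele (a difference of -0.56). Other differences of the X from autosomes were not tested, so slower repair stays a hypothesis.

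The matched share of the SPRT allele was lower in CAST/SPRT than in B6/SPRT. A change of the same hotspots is argued against as the whole cause, since 95.7% of shared hotspots lay on the same side of the limits in both libraries. Which hotspots were called may contribute. In B6/SPRT itself the share was 21.0% over hotspots shared with CAST/SPRT, and 18.6% with the DMC1 weights of CAST/SPRT, whose own value over them was 17.0%.

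The synapsis values behind Fig. 2f are lower than those behind Fig. 2c for B6SPRTF1 mice, with means of 30.8 and 38.0% in B6/SPRT. A candidate explanation is that Fig. 2f uses autosomal synapsis multiplied by sex chromosome synapsis. The product gave the listed value within 0.1 percentage points for 5 of 5 B6/SPRT mice, which 1 of 120 orderings of the sex chromosome values does, but for 1 of 3 Hum/SPRT and 2 of 4 CAST/SPRT mice. For CAST/SPRT only 3 values are listed for Fig. 2f, and the Hum/SPRT mice are named Hum/STUS there. No biological explanation was tested.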
